# Unilateral zebrafish corneal injury induces bilateral cell plasticity supporting wound closure

**DOI:** 10.1038/s41598-021-04086-x

**Published:** 2022-01-07

**Authors:** Kaisa Ikkala, Vassilis Stratoulias, Frederic Michon

**Keywords:** Regeneration, Cell signalling, Mechanisms of disease

## Abstract

The cornea, transparent and outermost structure of camera-type eyes, is prone to environmental challenges, but has remarkable wound healing capabilities which enables to preserve vision. The manner in which cell plasticity impacts wound healing remains to be determined. In this study, we report rapid wound closure after zebrafish corneal epithelium abrasion. Furthermore, by investigating the cellular and molecular events taking place during corneal epithelial closure, we show the induction of a bilateral response to a unilateral wound. Our transcriptomic results, together with our TGF-beta receptor inhibition experiments, demonstrate conclusively the crucial role of TGF-beta signaling in corneal wound healing. Finally, our results on *Pax6* expression and bilateral wound healing, demonstrate the decisive impact of epithelial cell plasticity on the pace of healing. Altogether, our study describes terminally differentiated cell competencies in the healing of an injured cornea. These findings will enhance the translation of research on cell plasticity to organ regeneration.

## Introduction

The camera-type eye structure is generally conserved across species. The main innovation of this eye type was the generation of the lens and cornea. Both structures are transparent and of ectodermal origin. While the refractive lens serves only to focus light precisely onto the retina^1^, the cornea is a thin structure serving several roles. Among those roles, the most important are the refraction of light and the physical protection of the eye.

In terrestrial animals, the tear film is one of the sources of hydration and nutrients for the epithelium^2^. When the tear film is chronically defective, corneal surface is harmed, which can lead to progressive vision loss^3^. For obvious reasons, in an aquatic environment, the tear film is lacking, and the source of nutrients for corneal epithelium is currently unknown.

Being the most external tissue of the eye, the cornea must withstand direct challenges from the external environment. Corneal abrasions are very common, and lead to a remarkable influx of patients in emergency room^4^. These abrasions are often caused by small foreign objects, such as dust, sand or other blowing debris, that can induce a scratch on the corneal epithelium. The resulting corneal injury causes physical and functional discomfort. The subsequent edema provokes photophobia and decreased visual acuity^5^. In case of a deeply embedded foreign object, corneal irregularities can occur, resulting in significant visual disruption.

Corneal epithelial wound healing encompasses several processes, including cell migration, proliferation, adhesion and differentiation^6,7^, which are regulated via various molecular cues (such as growth factors, cytokines, and neuropeptides)^8^. We have previously shown that murine corneal wound closure is based on cell rearrangements^9^. We have shown as well that tear composition is quickly modified following corneal injury, to support corneal healing^10^. These changes in the corneal microenvironment, are crucial for proper wound closure, by supplying a new combination of factors via the tears when necessary.

Fish cornea are anatomically similar to mammalian ones (Fig. 1), distinguished only by minor adaptations whose purpose is to withstand pressure, such as is seen in tuna^11^. The most posterior cell layer is the endothelium, which lines the cornea and regulates the exchange of liquid with the anterior chamber of the eye. Next, the stroma is situated between the epithelium and endothelium. This part consists of highly organized collagen fibers, and contains only a few cells. The structural organization of these fibers is necessary for corneal transparency. Finally, the cornea’s most external tissue is the corneal epithelium, which throughout its life undergoes a process of continuous renewal^12^. In mice, the central cornea is a disc covering about 60% of the total corneal surface in mouse^9^. This is composed of 3 to 6 cell layers. The peripheral/limbal region of the murine corneal epithelium takes the form of a ring around the central cornea. This region contains the corneal epithelial stem cells, and is known to have a more active proliferation rate than the central region^9,13,14^. These stem cells are responsible for the global renewal of the corneal epithelium. Cells produced by stem cells differentiate during their transit towards the corneal center, through a global centripetal movement^15^. Corneal injury has been shown to increase limbal/peripheral proliferation and centripetal movement, to support corneal repair^16,17^. Some reports, however, have indicated potential in the central corneal cells to resolve epithelial injuries^18^ and to replenish the stem cell pool after limbal injury^19^. More detailed analysis on corneal epithelial cell populations^20,21^, and the impact of the magnitude of the injury^22^, are providing new insigths in the mechanisms of corneal wound healing. An elegant study demonstrated that the dynamics of epithelial renewal are similar in zebrafish and mammalian cornea^23^. It is thus of great interest to investigate the corneal wound healing in this aquatic model organism.

**Figure 1:**
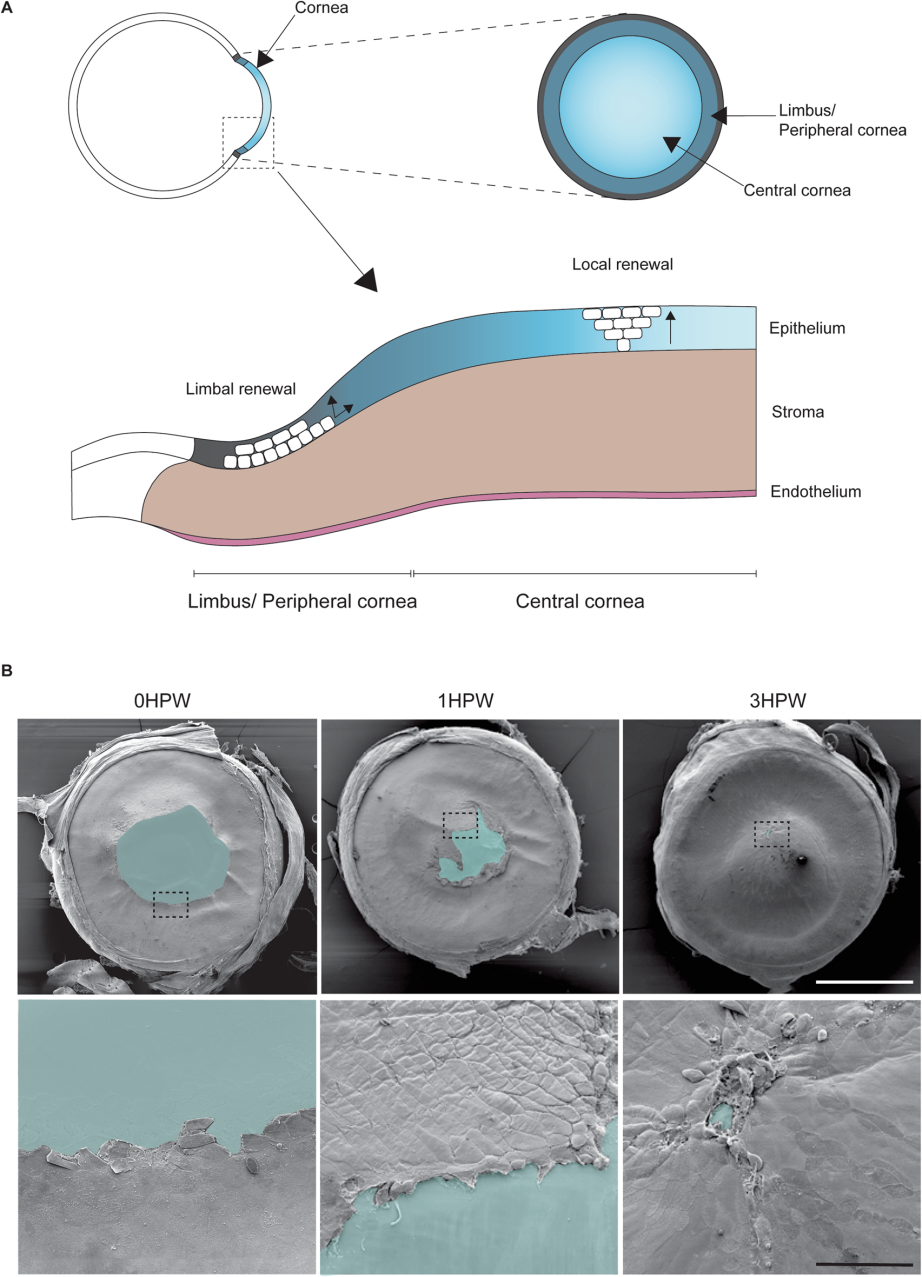
Overview of the cornea and the early steps of corneal wound healing in zebrafish. (**A**) Schematic presentation of the corneal regions, cell compartments, and epithelial renewal. (**B**) Scanning electron microscopy images display clearly the corneal epithelial wound at 0, 1, and 3 h after abrasion. Upper panel: overview of the eyes, blue color marks the wounded area. Lower panel: close up on wound border corresponding to the dashed line boxes from upper row. Three hours after abrasion, the epithelial wound is about to be completely closed. Scale bars: 500 µm upper panel, 50 µm lower panel. HPW: hours post-wound.

In this study, we characterized the early stages of corneal epithelial wound healing in zebrafish, with an emphasis on cell morphology and dynamics. Our findings indicated that in homeostasis, there was a clear distinction between the central and peripheral cornea as to the cell area and microridge abundancy, reflecting the renewal dynamics of the corneal epithelium. As shown in other epithelial wound healing models, cellular rearrangements formed the initial driving force for wound closure. In zebrafish cornea, however, the response was remarkably fast. A transcriptomic analysis of the repairing cornea showed a transcription modulation of TGF-beta signaling pathway elements, and a downregulation of *Pax6* mRNA and protein, suggesting dedifferentiation to be a key mechanism in the healing process. Furthermore, we observed a similar response on the contralateral unharmed cornea which revealed itself to lead to a faster wound closure after abrasion. These results broaden the understanding of corneal wound healing across species, and contribute to the identification of potential therapeutic targets for treating corneal defects.

## Results

### Epithelial wound closes rapidly after corneal abrasion

To analyze the corneal wound process in zebrafish, we adapted the mechanical abrasion methodology we had previously used in rodents^9^. We used an ophthalmological burr to remove the central corneal epithelium. We have previously shown that in mice the mechanical abrasion leads to a full removal of epithelial cells at the wound site, with no obvious impact on the underlying stroma (Fig. S1). To gain insights into the epithelial wound healing timeframe, we used Scanning Electron Microscopy (SEM) (Fig. 1B). Immediately after mechanical wounding, the resulting abrasion typically covered most of central cornea (over half of the corneal diameter, with an average diameter of 0.77 mm for the wound, and 1.5 mm for the cornea). In as little as 1 h (hr) post-wound (1HPW), epithelial cells already covered a part of the abraded area. The wound edges moved rapidly towards each other. Within 3 h (3HPW), the wound was either completely sealed or close to being completely sealed (Fig. 1B). This time frame was confirmed by histological sections (Fig. S1). Using SEM, we here convincingly demonstrated that corneal closure in zebrafish is completed within 3HPW. To explain this rapid reaction, we then investigated the mechanisms involved during corneal wound closure.

### Cell proliferation is induced after abrasion, but is not required for wound closure

To understand the mechanisms which occur during the corneal wound closure, we investigated the cellular events driving epithelial closure. We had previously shown that in mice cell proliferation is not involved in the closing of wounds after abrasion^9^. To assess the requirement of epithelial cell proliferation in zebrafish during corneal wound closure, we used EdU (5-ethynyl-2′-deoxyuridine) to label DNA synthesis^24^. We added EdU to the tank water for 1.5 h (Fig. 2), either immediately following corneal abrasion, or at 22.5HPW, by which time we hypothesize that the corneal epithelium was healed, based on our previous work on murine cornea^9^. At 1.5HPW, the abraded cornea displayed twice as many proliferating cells as the cornea of a zebrafish that had been handled in the same way but without the abrasion (Fig. 2A–B). This increased proliferation was found mainly in the peripheral cornea, and more rarely in the central cornea (Fig. 2A,D). Interestingly, the contralateral cornea reacted to physical abrasion. While a higher number of proliferating cells was found on the contralateral side, this observation was not deemed to be significant, due to a large variability in the response. At 24HPW, the proliferation has returned was back to the control level, reflecting a healing phase shorter than 24 h, and confirming our hypothesis regarding the wound healing period (Fig. 2C) . As the proliferation appeared to be important for wound healing during the early steps of wound closure, we blocked proliferation by adding hydroxyurea to the water tank, as reported earlier^25^. We validated this approach by looking for EdU+ cells after abrasion (Fig. 3). Hydroxyurea was a potent proliferation inhibitor. Close to no proliferating cells were found on corneas after treatment (Fig. 3A,B). An unexpected finding was that, while proliferation was induced by abrasion (Fig. 2B), the inhibition of proliferation by hydroxyurea had no effect on wound closure at 3HPW (Fig. 3C).

**Figure 2:**
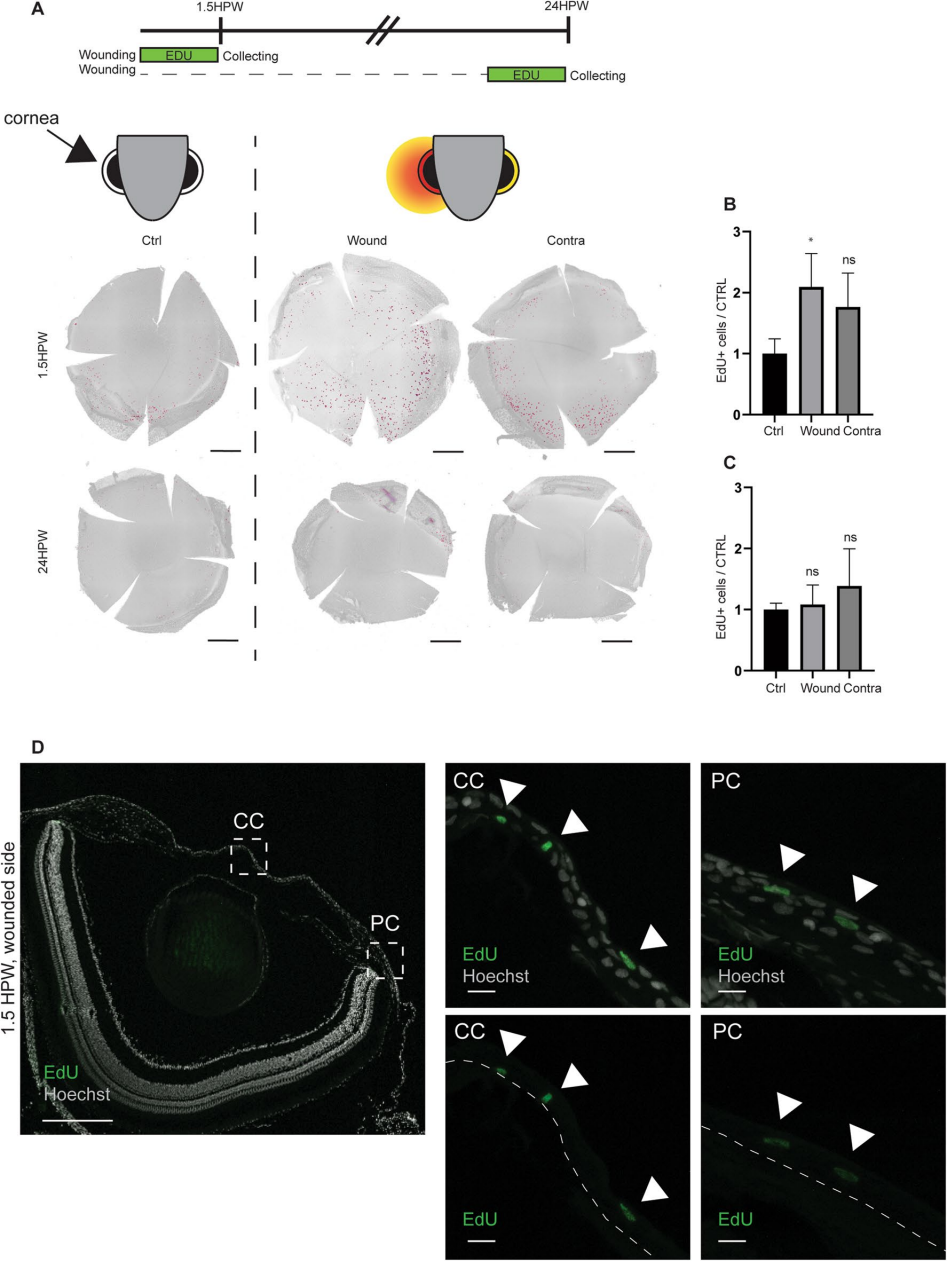
Induction of cell proliferation after epithelial abrasion. (**A**) EdU incorporation is performed 1.5 h prior to sample collection, which happens 1.5 or 24HPW. The EdU labelling on whole cornea on wounded side and contralateral side shows proliferating cells mainly in the periphery. (**B**,**C**) The quantification of EdU-positive cells at 1.5HPW (**B**), or at 24HPW (**C**), demonstrates a transitory increase of cell proliferation at 1.5HPW on the wounded side. n = 3 per group. (**D**) EdU signal with nuclear counterstaining on formalin-fixed, paraffin-embedded section (5 µm) shows the presence of EdU+ cells in all epithelial layers. Left: Overview of an EdU-labeled, wounded cornea at 1.5HPW. Right: Close-ups of the areas indicated with dashed line on central (CC) and peripheral (PC) cornea. Upper row: EdU+ cells (green, arrowheads) with Hoechst-staining, lower row: Edu+ cells only. Quantification data represent mean + stdev, *P < 0.05, Kruskal–Wallis test followed by Dunn’s test for multiple comparisons. Scale bars: 300 µm in A, 200 and 10 µm in D. HPW: hours post-wound.

**Figure 3:**
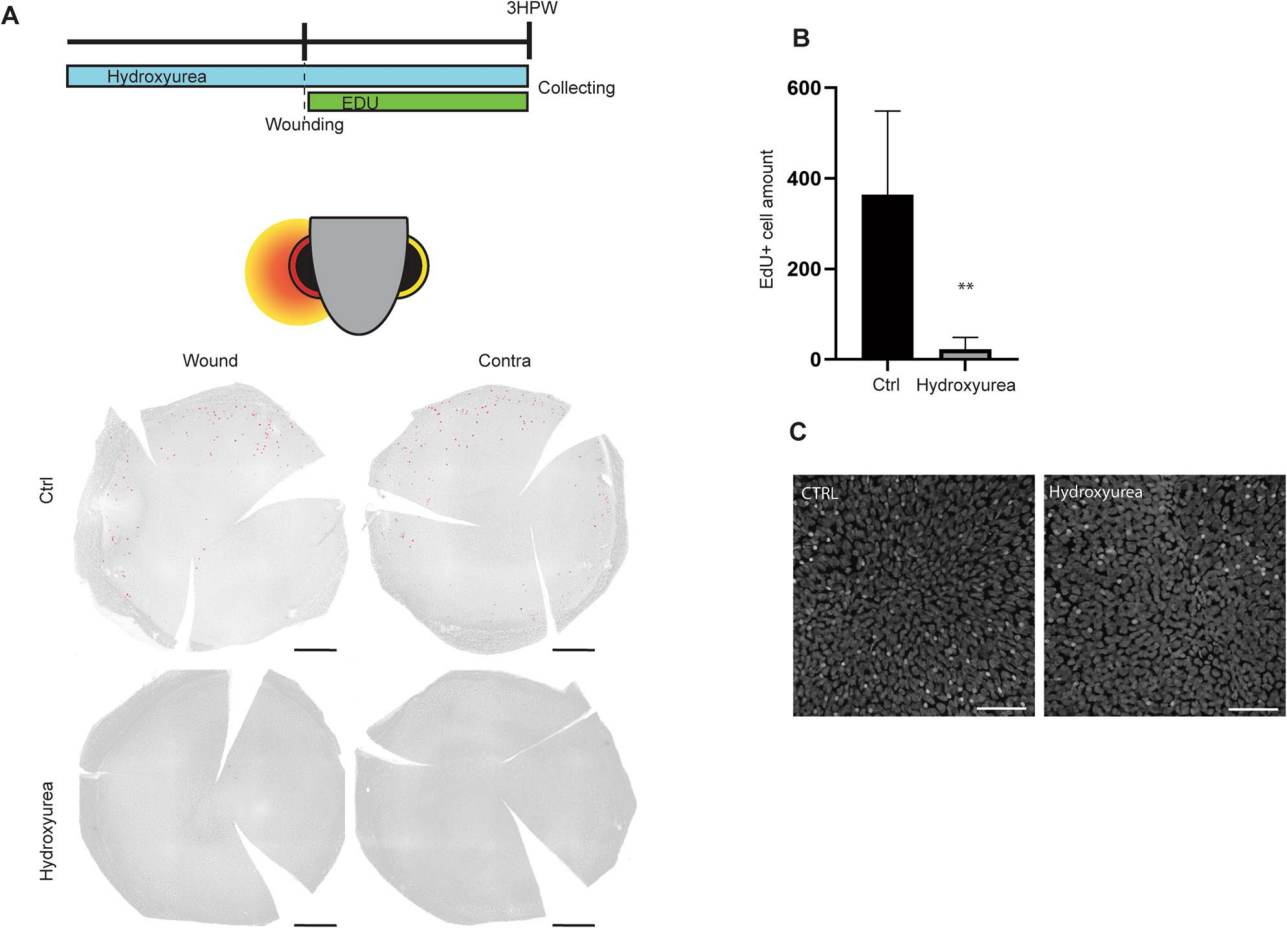
Impact of hydroxyurea on proliferation and wound closure. (**A**) While Hydroxyurea treatment is performed during 6 h (3 h pre- and 3 h post-abrasion), EdU incorporation is performed during the 3 h post-abrasion. Whole mount staining of EdU+ cells reveals the arrest of EdU incorporation due to hydroxyurea treatment. (**B**) The quantification of the EdU+ cells from (**A**) confirms the significant arrest of EdU incorporation under hydroxyurea treatment, n = 6 per group. (**C**) Hoechst staining on wound site in control versus hydroxyurea-treated animal demonstrated a complete wound closure, and the absence of potentially defected cells. Quantification data represent mean + stdev, **P < 0.01, , Mann–Whitney test (exact *p* value, two-tailed) for comparing two groups. Scale bars: 300 µm in A, 50 µm in C. HPW: hours post-wound.

### Changes in cell morphology reflect rearrangements required during closure

As the rapid wound closure could not be attributed to cell proliferation, we sought to identify another cellular effect which might be responsible for closing the abraded area. We had previously identified cell rearrangements as the driving force behind corneal wound closure, subsequent to epithelial abrasion in mice^9^. Therefore, we monitored cell shape using two parameters, apical cell area and cell roundness. Superficial cells are bigger in the central cornea and smaller on peripheral cornea, where most of the proliferation occurs; the apical cell area should therefore reflect changes in cellular behaviour. Moreover, as the epithelial cell shape is well defined in cohesive epithelia, the cell roundness parameter should mirror population movements. Cells were computationally analyzed for both parameters, on peripheral and central cornea, before and after abrasion (Fig. 4A). Amongst our notable findings was the fact that, while peripheral cornea cells enlarged their apical area rapidly during wound closure (Fig. 4B), their shape changed slightly, albeit after a delay (Fig. 4C). Inversely, central corneal cells, which are closer to the wound site, did not change in size (Fig. 4B), but elongated their axis toward the wound site, and therefore lost their roundness (Fig. 4C). Peripheral corneal cell size continued to be affected at 24HPW, reflecting a long-term effect and longer healing than previously expected. These shape parameters reflected important modificationswhich contributed to closing the wound.

**Figure 4:**
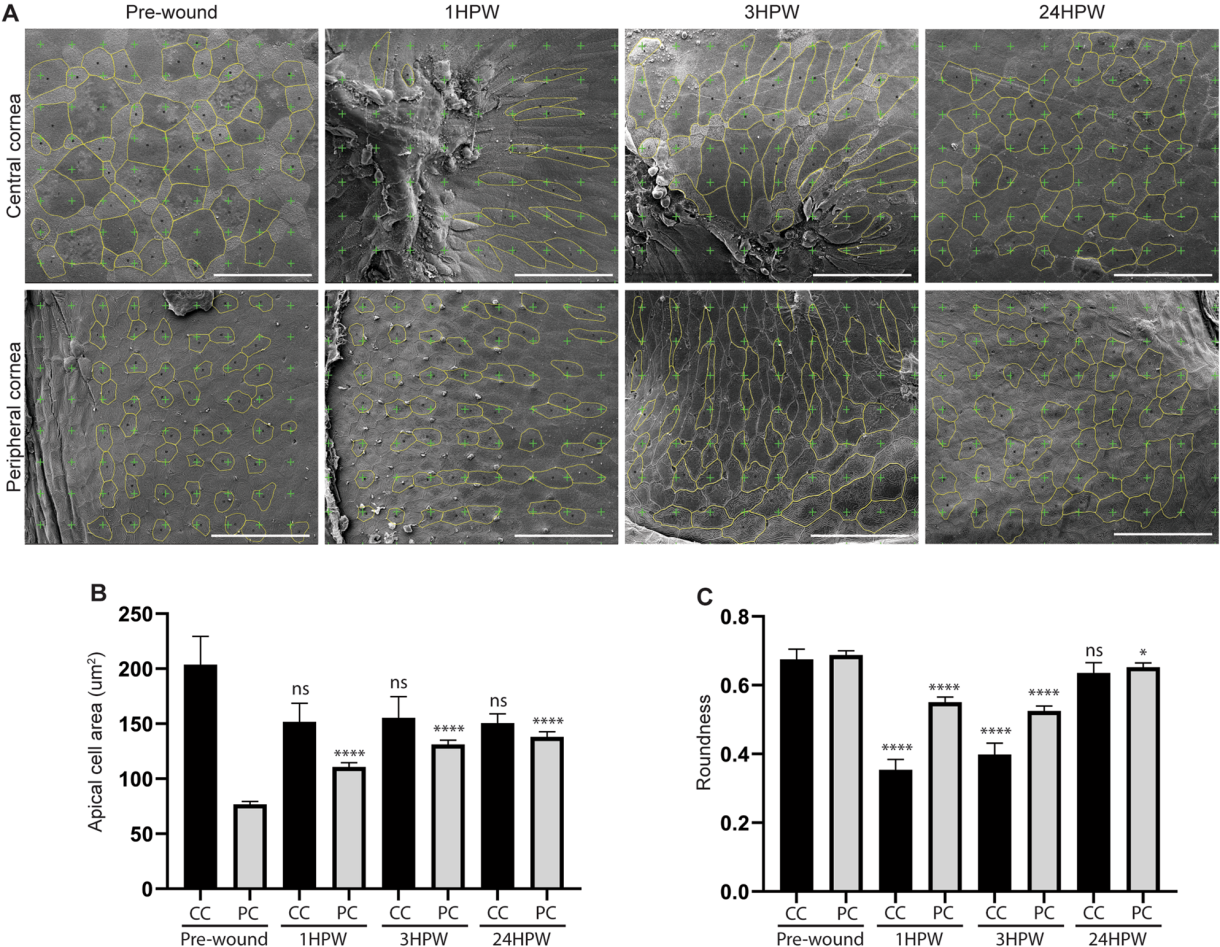
Changes in apical cell area and roundness on wounded cornea. (**A**) Representative SEM images showing cell shape descriptor analysis before wounding, and 1-, 3-, and 24HPW on central and peripheral regions. (**B**) The quantification of apical cell area shows a significant increase of apical cell area on peripheral cornea after wounding, and during 24 h. Cells from 3 eyes were pooled for analysis. (**C**) The quantification of roundness shows a significan decrease of cell roundness in peripheral and central cornea at 1 and 3 HPW. At 24 HPW, the decrease was significant only in the peripheral cornea. Cells from 3 eyes were pooled for analysis. Data represent mean + 95% confidence interval, P** < 0.01, P*** < 0.001, P*** < 0.0001, Kruskal–Wallis test followed by Dunn’s test for multiple comparisons. For both B and C, n = 106, 85, 84, and 95 on CC, and 442, 461, 510, and 492 on PC, for pre-wound, 1HPW, 3HPW, and 24HPW, respectively. CC: central cornea, PC: peripheral cornea. Scale bars: 50 µm. HPW: hours post-wound.

As we identified a slight effect of abrasion on contralateral corneal cell proliferation (Fig. 2B), we analyzed the same shape parameters on contralateral cornea during wound closure (Fig. 5A). Unexpectedly, despite the tight cohesion of epithelial corneal cells, peripheral corneal cells increased their apical area (Fig. 5B), and slightly elongated their axis at 3HPW (Fig. 5C). During the same period, central corneal epithelial cells did not display any significant shape modification. By 24HPW, cell shape parameters had returned to normal.

**Figure 5:**
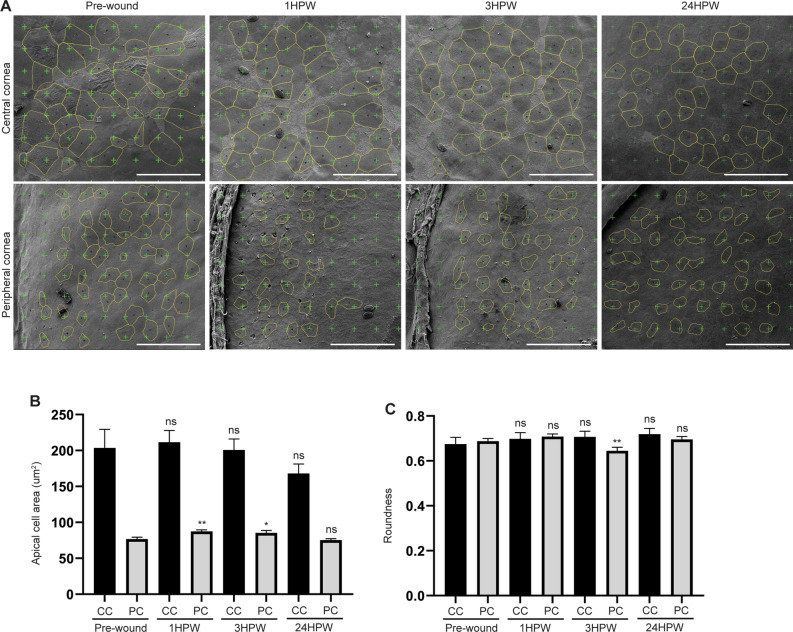
Changes in apical cell area and roundness on contralateral cornea. (**A**) Representative SEM images showing cell shape descriptor analysis before wounding, and 1-, 3-, and 24HPW on central and peripheral regions. (**B**) The quantification of apical cell area shows a slight increase of this parameter at 1 and 3 HPW on the contralateral eye, in peripheral cornea. Cells from 3 eyes were pooled for analysis. (**C**) The quantification of roundness shows a slight decrease of roundness at 3 HPW in peripheral cornea of the contralateral eye. Cells from 3 eyes were pooled for analysis. Data represent mean + 95% confidence interval, P** < 0.01, P*** < 0.001, P**** < 0.0001, Kruskal–Wallis test followed by Dunn’s test for multiple comparisons. For both B and C, n = 106, 109, 129, and 72 on CC, and 442, 481, 362, and 364 on PC, for pre-wound, 1HPW, 3HPW, and 24HPW, respectively. CC: central cornea, PC: peripheral cornea, HPW: hours post-wound. Scale bars: 50 µm. HPW: hours post-wound.

### Apical microridges are involved in wound repair

Because cell shape was affected during corneal wound closure, we investigated another element of zebrafish epithelial cell morphology, the microridges. Like other aquatic animals, zebrafish are covered with mucus, decreasing the water friction on their body. This viscous layer also offers protection from the external environment. To maintain this mucus, superficial cells possess apical protrusions, which increase their surface area, and consequently increase their contact with the mucus layer^26^. These actin-based protrusions are subjected to a well-controlled turnover, which increases during the wound-healing process^27^. Superficial corneal epithelial cells have such protrusions^28^. In investigating the zebrafish microridges, we focused on two parameters; their total length, and their average length on each cell’s apical surface (Fig. 6). The first parameter describes how the cell surface is increased by the microridges, while the second parameter indicates the microridges’ level of stability. We discovered that peripheral corneal cells presented well-defined and stabilized microridges compared to central corneal cells (Fig. 6A). To rule out the possibility this phenomenon could be explained by cell size, we normalized the data to cell area. For both parameters (i.e. microridges’ total length (Fig. 6B) and average length (Fig. 6C)), a significant difference was found between central and peripheral corneal cells. We analyzed a possible correlation between these parameters and cell area (Fig. 6D–G). Interestingly, we found that while microridge total length was largely dependent on cell size, in central and peripheral cells (Fig. 6D–E), their average length was not (Fig. 6F–G). This indicates that microridge stability is specific to cell type (peripheral or central) rather than cell size.

**Figure 6:**
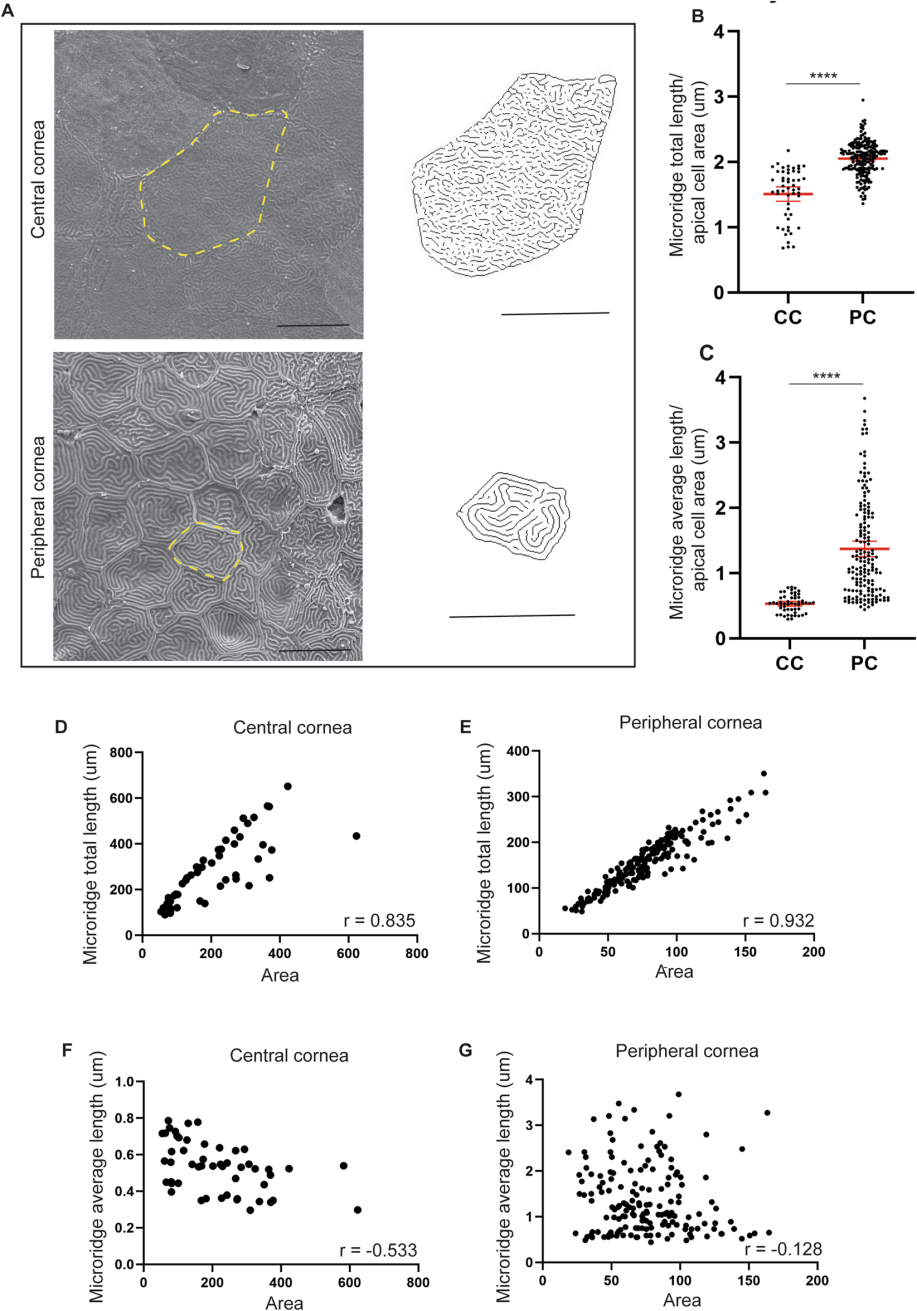
Measures of microridges on zebrafish cornea. (**A**) Representative SEM images on central and peripheral cornea on the left. On the right, the digitally treated images used to measure the parameters of microridges. (**B**,**C**) Average microridge amount (**B**), and length (**C**), per apical cell area on central and peripheral cornea (n = 52 for CC in (**B**,**C**), n = 192 for PC in (**B**), and n = 162 for **PC** in (**C**) after removal of outliers). These parameters are systematically higher in peripheral cornea compared to central cornea. Data represent mean + 95% confidence interval, P**** < 0.0001, Man-Whitney test, two-tailed, with exact *p* value. (**D**–**G**). Correlation of microridge amount or average microridge length, and apical cell area, on central and peripheral cornea (n = 50 in D, 51 in E, 192 in F, and 162 in G, after removal of outliers). While the total length displays a correlation with cell apical area, the average length of microridges offers no correlation with cell apical area. Spearman correlation, two-tailed, with approximate *p* value, P**** < 0.0001. Cells from 3 eyes were pooled for every analyses. Scale bars: 10 µm.

Consequently, we examined the changes which take place in microridge dynamics during wound closure (Fig. 7A), analyzing the correlation value of microridge average length and cell size. When negative, this correlation value reflects a higher cell area and a lower microridge average length, which indicates a high turn-over. When positive, this correlation value indicates that the microridges are more stable. Our correlation analysis demonstrated that during wound closure, central corneal cells displayed a progressive increase in microridge stability, while peripheral corneal cell showed a transitory destabilization of the microridges, followed rapidly by an increased stabilization (Fig. 7B).

**Figure 7:**
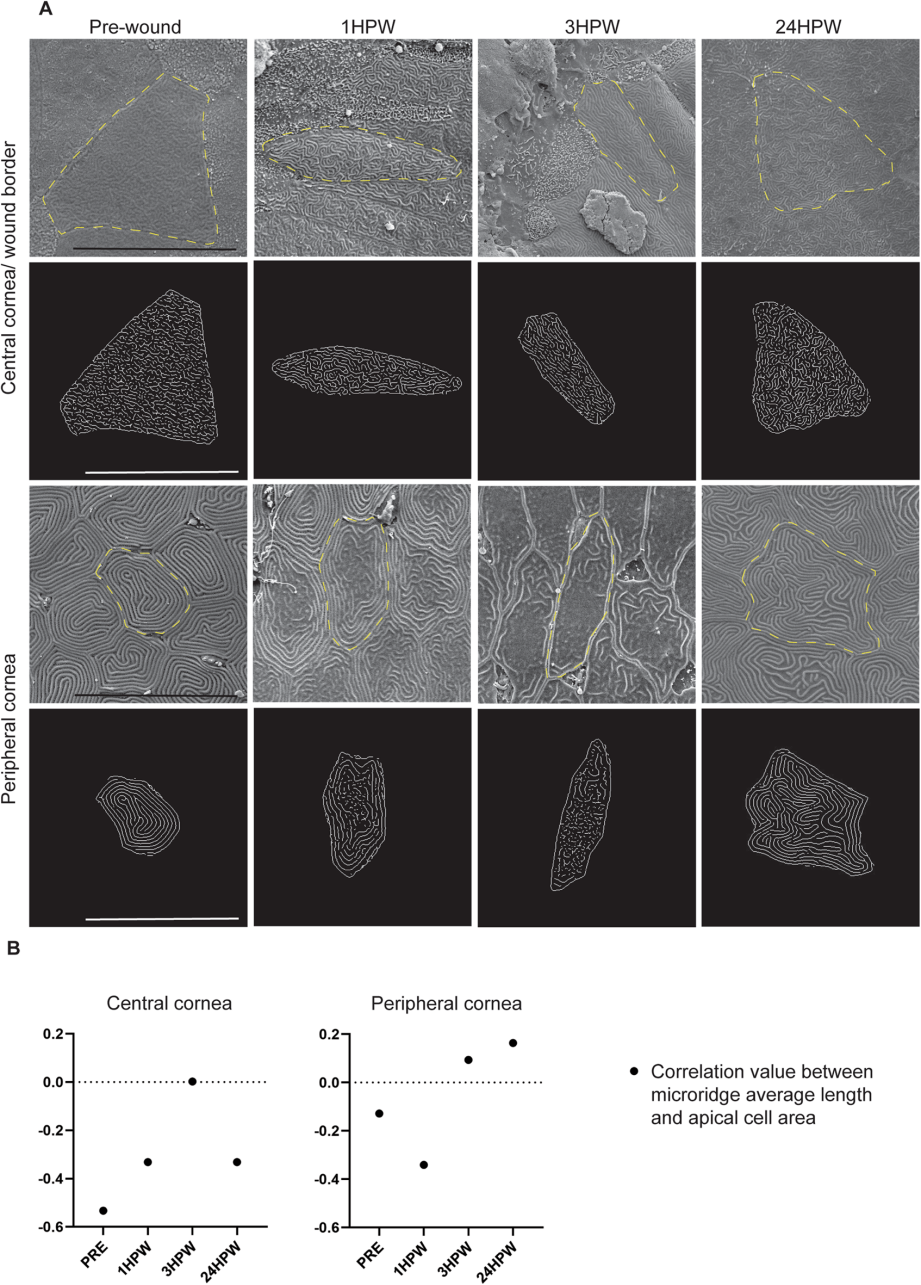
Microridge modification during corneal wound closing. (**A**) Representative SEM images and corresponding digitally generated microridge patterns before and 1, 3 and 24HPW on central and peripheral cornea. (**B**) Spearman correlation between average microridge length, and apical cell area, on central and peripheral cornea demonstrates the long-lasting modification of microridges during corneal wound healing (n-numbers after removal of outliers in pre-, 1, 3, and 24HPW, respectively: CC, microridge average length: 51, 47, 30, and 43, PC, microridge average length: 162, 171, 209, and 203). Data represent mean + 95% confidence interval, P** < 0.01, P*** < 0.001, P**** < 0.0001. B: Kruskal–Wallis test followed by Dunn’s test for multiple comparisons. Cells from 3 eyes were pooled for all analyses. CC: central cornea, PC: peripheral cornea. Scale bars: 20 µm. HPW: hours post-wound.

### Corneal transcriptomic signature indicates a role for TGF-beta pathway during wound closure

Because of the rapid induction of cell proliferation and shape modification, along with actin cytoskeleton turnover alteration, we investigated modulations of transcriptomic signature during corneal wound healing. We analyzed the zebrafish corneal transcriptomic signature during wound closure, at 1.5HPW (Fig. 8, Table S1). 

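The RNA sequencing compared 4 libraries from control corneas with 4 from abraded corneas, all collected at 1.5 h. Each library held the RNA of 6 corneas pooled from 3 fish, so the libraries, not the fish, are the replicates. Libraries that carry the same number came from fish of the same age. This was 180 days for number 1, 145 days for number 2, 148 days for number 3 and 183 days for number 4. The methods state that the control and the wound of a replicate came from the same tank. The paper left wounded library 1 out of its comparison, and the values given here compare control libraries 1 to 4 with wounded libraries 2 to 4 unless all 8 are named. The authors mapped single-end reads of polyadenylated RNA to GRCz11, counted reads per gene of Ensembl release 97 and deposited raw counts for 32520 genes. The counts summed to 40524885 to 44250662 per control library (median 41027037.5) and 39472162 to 42393109 per wounded library (median 41462773). Genes with too few counts were removed by filterByExpr in edgeR, and counts were normalized by TMM and are given as CPM, the counts scaled to a common library size. The remaining 18935 genes were tested with the quasi-likelihood test of edgeR and a Benjamini-Hochberg adjustment over all of them. The paper used DESeq2 and kept genes with an Entrez identifier. On simulated counts with the means of these libraries, the same steps found 36% of genes changed by 1 on the log2 scale. Of genes changed by 2 these steps found 94%. The changed genes were drawn only from those that averaged above 1 CPM, so these shares may not hold for genes with fewer counts. Gene lists were tested with camera at a preset correlation between genes of 0.01, and again with the correlation estimated from the data. At the estimated correlation none of the 23 lists passed (smallest adjusted p = 0.0546). The comparisons, the gene lists and the rule for naming genes were fixed before the data were examined. Part of Table S1 and Fig. 8 had been read by then, so the genes named from them and the lists are not independent evidence of a direction. Gene identifiers were given names through Table S1 or a reference table of symbols. In that table both zebrafish copies of PAX6, of SIX3 and of WNT7A carry the same human-style symbol. They are therefore given by identifier, and which is a or b was not resolved.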

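A number of transcription factors of the immediate early response rose in wounded corneas at 1.5 h. Of 38 genes on that list, 16 rose and none fell at an adjusted p of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), and 27 rose and none fell when adjusted over the list alone. The tank as a block gave 25 that rose and none that fell. The list stood above the other genes (camera, adjusted p = 3.8e-30 at the preset correlation and adjusted p = 0.0549 with an estimated correlation). Among its members, fosl1a, a subunit of the AP-1 transcription factor, went from 440 ± 131 CPM (SD, n = 4) to 1276 ± 130 (SD, n = 3), a log2 fold change of 1.53 (standard error 0.20, adjusted p = 0.0103 from the edgeR quasi-likelihood test). Without wounded library 3 its adjusted p was 0.0655 in edgeR. Over all genes, 139 were higher and 120 were lower in wounded corneas. Of these, 99 higher and 60 lower genes had also changed by a fold of 2 or more, and without a threshold on p a fold of 2 was reached by 742 higher and 538 lower genes. The last 2 counts were 280 and 241 with DESeq2, over the 14191 genes to which it gave an adjusted p. They were 360 and 259 over the 16239 genes with at least 10 counts in every library. Over all 25318 genes with a count they were 2750 and 2721. Among genes at the adjusted p of 0.05 whose 3 wounded libraries all lay beyond all 4 control libraries, the 10 largest rises were 2.44 to 3.70 on the log2 scale (lepb, rgs5b, sall1b, rnd1b, si:dkey-23i12.7, bach2b, f3b, cdkn1cb, ptpreb and gcga). The 10 largest falls were from -3.60 to -1.90. Of these hmx1, CYP1B1, hmx4, MAB21L1, sox19b and the SIX3 copy ENSDARG00000058008 are on the list of eye development genes, and the others were tdrd5, FAM163A, BARX2 and zgc:194679. Most of these 20 calls were lost in at least 1 of the fits without 1 library, which also have fewer libraries to test. None of these log2 fold changes changed sign there. In the 7 edgeR fits without 1 library, ptpreb lost its call in 6 (adjusted p = 0.0536 to 0.177), as did tdrd5 (0.0891 to 0.149) and FAM163A (0.0651 to 0.134). The call of cdkn1cb was lost in 5 (0.0620 to 0.146), those of si:dkey-23i12.7 (0.0610 to 0.146), MAB21L1 (0.0881 to 0.152) and zgc:194679 (0.0869 to 0.146) in 4, and that of gcga in 3 (0.0815 to 0.0871). Also lost were the calls of rgs5b in 5, of lepb and CYP1B1 in 4, of sall1b in 3, and of the SIX3 copy and BARX2 in 1. Those of rnd1b, bach2b, f3b, hmx1, hmx4 and sox19b held in all 7. The calls of ptpreb (adjusted p = 0.0507 in edgeR), tdrd5 (0.0508), CYP1B1 (0.0690) and zgc:194679 (0.116) were lost with all 8 libraries. Over all genes tested, such separation of the libraries was seen in 3323 of 18935 genes, or 17.6%, where chance gives 5.71%. With the tank as a block, where control library 1 has no partner, 514 genes were higher and 475 lower (199 and 121 with a fold of 2 or more). With DESeq2 610 were higher and 709 lower. The counts changed with the library left out. There were 20 higher and 16 lower genes without control library 1, 264 and 192 without control library 2, and 14 and 10 without control library 3. There were 72 and 75 without wounded library 2, 10 and 7 without wounded library 3, and 40 and 16 without wounded library 4. Without a threshold on p, 971 genes were lower by a fold of 2 when wounded library 2 was left out, 871 when wounded library 4 was left out and 329 when all 8 libraries were used.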

Comparison of control *versus* wounded corneas identified 268 genes being up- and 217 genes being down-regulated by a fold equal to or greater than 2 (Fold Change ≥ 2) (Fig. 8B). 

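The transcription factors egr1 and egr3, whose RNA appears within minutes of growth factor stimulation, rose in wounded corneas, as did itga5, the alpha chain of a fibronectin receptor. CPM of egr1 were 279 ± 86.7 (SD, n = 4) in control and 676 ± 102 (SD, n = 3) in wounded corneas, a log2 fold change of 1.27 (standard error 0.21, adjusted p = 0.0270 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Those of egr3 were 36.7 ± 11.2 (SD, n = 4) and 82.1 ± 9.43 (SD, n = 3), a log2 fold change of 1.16 (standard error 0.23, adjusted p = 0.0404 from the same edgeR test). The log2 fold change of itga5 was 1.08 (standard error 0.21, adjusted p = 0.0394 from the same edgeR test). The homeobox gene barx2 fell, with a log2 fold change of -1.92 (standard error 0.25, adjusted p = 0.0103 from the same edgeR test), and so did the WNT7A copy ENSDARG00000044827, which encodes a Wnt ligand (-1.85, standard error 0.27, adjusted p = 0.0152 in edgeR). The other WNT7A copy, ENSDARG00000002483, was near the limit of detection at 0.478 ± 0.382 CPM in control corneas (SD, n = 4), with a log2 fold change of 0.21. For wnt6a, another Wnt ligand, the log2 fold change was 1.04 and the edgeR adjusted p 0.120, which became 0.0426 with the tank as a block. The epithelial transcription factors ovol1a (log2 fold change -1.33, edgeR adjusted p = 0.0674) and ovol1b (log2 fold change -1.27, edgeR adjusted p = 0.0727) passed with the tank as a block, at adjusted p = 0.00569 and 0.0361 in edgeR, and all 3 of these genes passed in DESeq2 (adjusted p = 0.0276 for wnt6a, 3.1e-04 for ovol1a and 0.00552 for ovol1b). None of the 3 passed in edgeR with all 8 libraries (adjusted p = 0.387 for wnt6a, 0.0870 for ovol1a and 0.149 for ovol1b), and wnt6a, at 1.78 CPM in wounded library 1, was below its lowest control library (1.96). In these genes each wounded library of the comparison lay beyond all 4 control libraries, apart from ENSDARG00000002483. Several calls were lost when 1 library was left out. Without wounded library 3, barx2 had an adjusted p of 0.0712 in edgeR. WNT7A ENSDARG00000044827 was at 0.0666 without control library 3, at 0.102 without wounded library 3 and at 0.0576 without wounded library 4. The calls of egr1, egr3 and itga5 were lost in edgeR without control library 1 (adjusted p = 0.0692, 0.0562 and 0.0960) and without control library 3 (0.0936, 0.1225 and 0.0871). They were also lost without wounded library 3 (0.0816, 0.146 and 0.149) and without wounded library 4 (0.0726, 0.0866 and 0.119). Without wounded library 2 egr1 and egr3 did not pass (0.0620 and 0.0893), and without control library 4 itga5 did not (0.0636).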

We further validated the results of 15 genes by qPCR (Fig. 8C). The correlations obtained using RNA sequencing and qPCR showed similar trends. 

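A number of regulators of eye development fell in wounded corneas within 1.5 h. Of 31 such genes with enough counts, 13 fell and none rose at an adjusted p of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), and 13 fell and 1 rose when adjusted over the list alone. The median log2 fold change of the list was -0.60, and 24 of the 31 genes had a negative value. The largest falls among the genes of the list that passed were those of the homeobox gene hmx1, of CYP1B1 and of the homeobox gene hmx4. The list stood below the other genes in camera (adjusted p = 1.5e-18 at the preset correlation and adjusted p = 0.0546 with an estimated correlation). With all 8 libraries 10 genes of the list fell, and with the tank as a block 13 fell and 2 rose. Of 26 retina genes, 4 lens genes and 18 genes of pigment cells none passed in edgeR or DESeq2, and 0, 0 and 3 had an unadjusted p under 0.05 in edgeR. With the tank as a block 1 gene of pigment cells rose and no retina or lens gene passed. In camera the adjusted p was 0.201 for the retina list (0.0201, as lower, without control library 4), 0.742 for the lens list and 0.370 for the pigment cell list (0.0352, as higher, with all 8 libraries and the block). The lens list had a median of -0.10 and a mean of -0.02, whereas its direction in camera was higher. The median log2 fold change was -0.35 for the retina list (quartiles -0.72 and 0.07), with 18 of its 26 genes negative, and 0.16 for the pigment cell list. Many retina genes had only a few CPM, so the lack of calls does not show that the share of retina tissue was equal.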

Notably, a number of genes related to eye and visual system development were significantly downregulated in wounded corneas (Fig. 8D and Fig. S2). These include genes expressing the transcription factors *pax6a*, *hmx1*, *six3a* and *otx2a*, as well as *cyp1b1*—a gene important for zebrafish^29^ and for human ocular physiology^30^.

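The homeobox gene hmx1 fell from 10.7 ± 2.08 CPM (SD, n = 4 control libraries) to 0.880 ± 0.249 (SD, n = 3 wounded libraries), a log2 fold change of -3.60 (standard error 0.27, adjusted p = 9.4e-04 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its relative hmx4 fell by 2.87 on the log2 scale (standard error 0.23, adjusted p = 9.4e-04 from the same edgeR test). The SIX3 copy ENSDARG00000058008 fell from 8.88 ± 2.15 (SD, n = 4) to 2.18 ± 0.532 (SD, n = 3), a log2 fold change of -2.03 (standard error 0.27, adjusted p = 0.0111 from the same edgeR test). The other SIX3 copy, ENSDARG00000054879, had 0.83 ± 0.445 CPM in control corneas (SD, n = 4) and a log2 fold change of -0.60 (edgeR adjusted p = 0.586). For otx2a, a homeobox gene of the anterior neural plate and eye, the log2 fold change was -1.79 (standard error 0.25, adjusted p = 0.0142 from the same edgeR test). For cyp1b1, a cytochrome P450 whose human ortholog is mutated in congenital glaucoma, it was -3.00 (standard error 0.43, adjusted p = 0.0147 from the same edgeR test). Also lower were tfap2a, an AP-2 factor of surface ectoderm (-1.43, standard error 0.15, adjusted p = 0.00348 in edgeR), and sox19b, a SoxB1 factor (-2.07, standard error 0.22, adjusted p = 0.00348 in edgeR). Wounded library 1, which was not part of the comparison, had fewer CPM than the lowest control library for hmx1 (1.95), hmx4 (5.86), otx2a (3.44) and cyp1b1 (1.68). With all 8 libraries cyp1b1 did not pass (log2 fold change -2.15, edgeR adjusted p = 0.0690). In edgeR otx2a did not pass without control library 1 (adjusted p = 0.0516), control library 3 (0.0524) or wounded library 3 (0.0816). Without each of the same 3 libraries cyp1b1 did not pass in edgeR either (0.0554, 0.0597 and 0.0991), nor without wounded library 4 (0.0549). The SIX3 copy did not pass without wounded library 3 (0.0816).

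**Figure D1:**
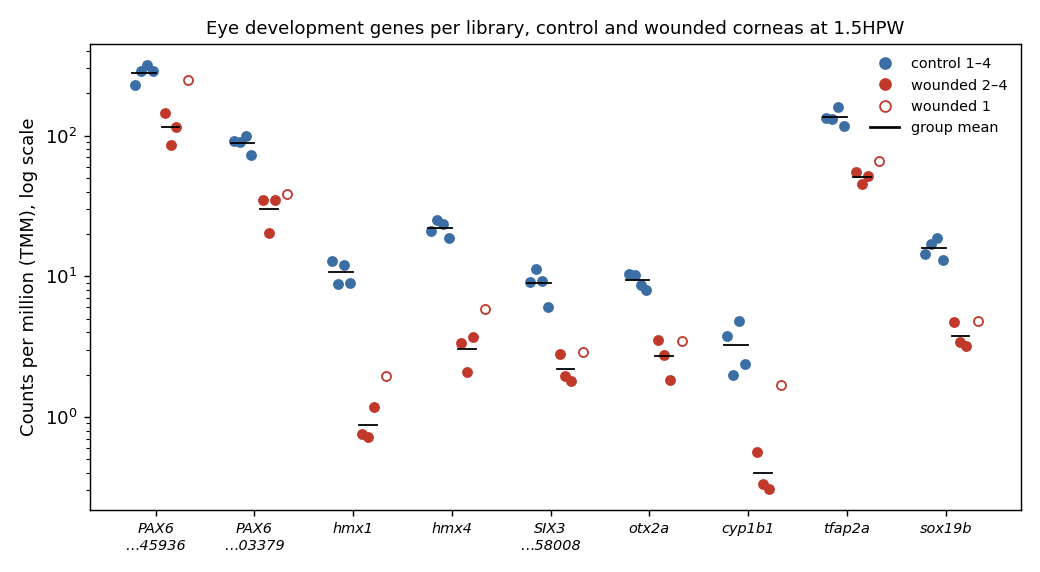
CPM (TMM, log axis) of 9 eye development genes in each library at 1.5 h after abrasion, with control libraries 1 to 4 in blue, wounded libraries 2 to 4 in red, wounded library 1 as an open red circle and group means as black lines. For hmx1 the means are 10.7 and 0.880, and in all 9 genes the filled red points lie below the blue points.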

**Figure 8:**
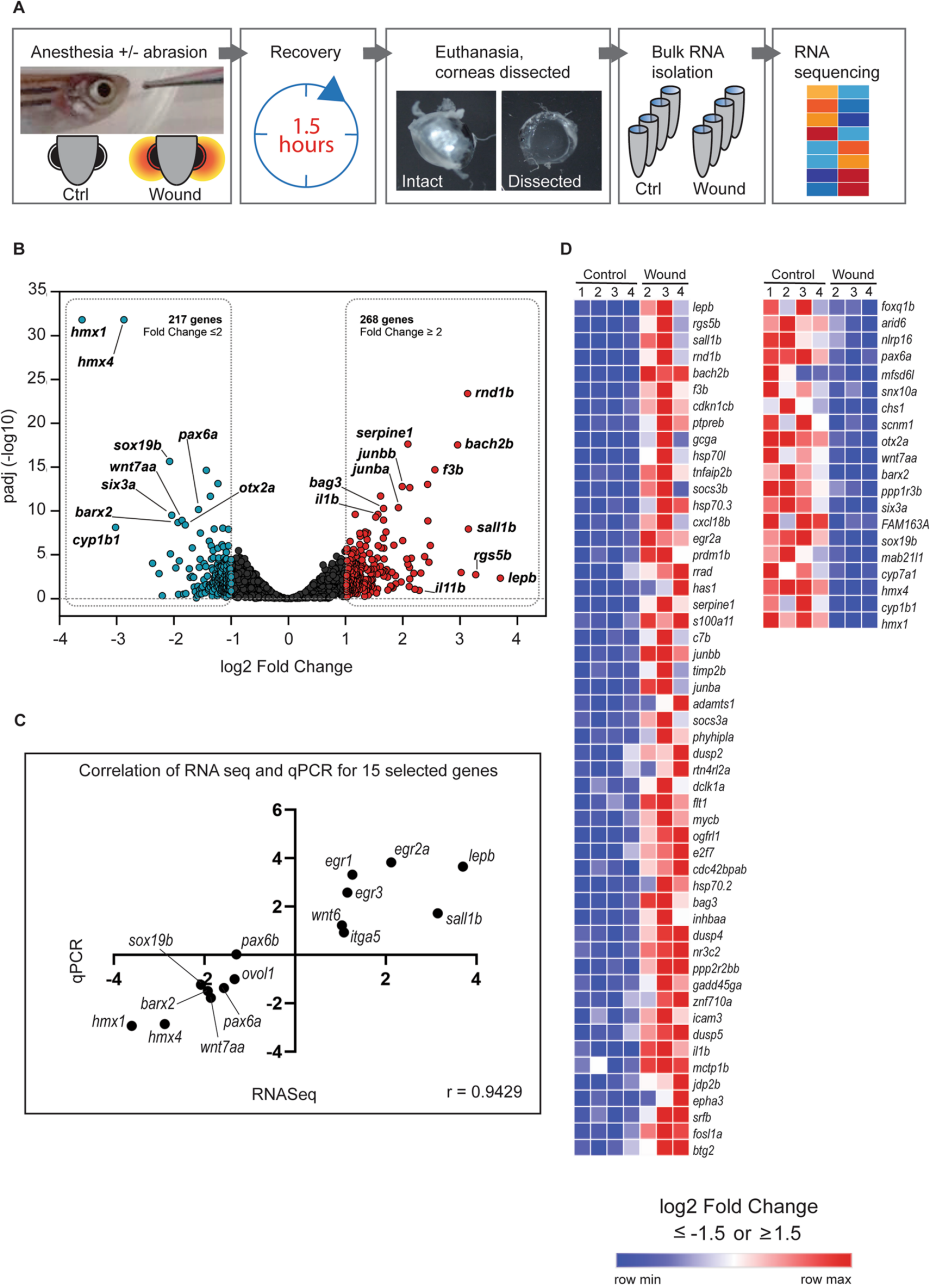
Transcriptomic changes during corneal wound closure. (**A**) Schematic presentation of the abrasion experiment, corneal collection and sample processing for RNA sequencing. (**B**) Volcano plot of gene expression changes (wounded vs. control samples) displays the up- and down-regulated genes at 1.5HPW. (**C**) Pearson correlation of RNA sequencing and qPCR results for selected 15 genes is used to validate the RNA-Sequencing results. (**D**) The heat map presents 52 most upregulated and 20 most downregulated genes (Log2 fold change ≥ 1.5 and ≤ − 1.5, p-adjusted ≤ 0.05). HPW: hours post-wound.

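The genes f3b, il1b and bag3 were among those that rose by 1.5 or more on the log2 scale. The gene f3b, which encodes tissue factor, the trigger of blood coagulation, rose from 30.9 ± 14.1 CPM (SD, n = 4) to 183 ± 54.3 (SD, n = 3), a log2 fold change of 2.56 (standard error 0.31, adjusted p = 0.00809 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The cytokine gene il1b had a log2 fold change of 1.57 (standard error 0.20, adjusted p = 0.00947 from the same edgeR test), and bag3, a co-chaperone of the heat shock protein Hsp70, one of 1.67 (standard error 0.21, adjusted p = 0.00848 from the same edgeR test). The gene rnd1b, whose product acts on the actin cytoskeleton, rose from 8.26 ± 2.67 (SD, n = 4) to 73.1 ± 32.5 (SD, n = 3), a log2 fold change of 3.14 (standard error 0.31, adjusted p = 0.00305 from the same edgeR test). For rgs5b, a regulator of G protein signaling, it was 3.27 (standard error 0.60, adjusted p = 0.0346 in edgeR). The cytokine gene il11b, labelled in Fig. 8B, had a log2 fold change of 2.28 and did not pass the edgeR test (adjusted p = 0.115). In all, 44 genes were higher and 17 lower at the thresholds of Fig. 8D in the edgeR fit. Of 42 genes of epithelial identity and differentiation, 2 rose (sall1b and the keratin gene krt18a.1) and 2 fell (barx2 and grhl1, a Grainyhead factor), or 4 and 9 when adjusted over the list alone. The list as a whole did not pass (camera, adjusted p = 0.110; 0.0174, as lower, with the tank as a block, but 0.2608 with the block and an estimated correlation and 0.1425 with the block and fry). With the block 2 of its genes rose and 6 fell, and in DESeq2 3 and 8. Of 46 actin and microridge genes only rnd1b rose and none fell, 2 and none when adjusted over the list alone, 5 and 1 with the tank as a block and 3 and 1 in DESeq2 (camera, adjusted p = 0.0707; 0.0274 without wounded library 4). With the tank as a block 70 genes were higher and 33 lower at the thresholds of Fig. 8D. There were 12 and 8 without control library 1, 66 and 23 without control library 2, and 9 and 5 without control library 3. There were 31 and 31 without wounded library 2, 8 and 3 without wounded library 3, and 26 and 8 without wounded library 4. In edgeR il1b and bag3 did not pass without wounded library 3 (adjusted p = 0.0624 and 0.0562). The call of rgs5b was lost without control library 1 (0.108), control library 3 (0.0871), wounded library 2 (0.0582), wounded library 3 (0.146) or wounded library 4 (0.0524). Those of grhl1 and krt18a.1 were lost without control library 1 (0.0692 and 0.0716), control library 3 (0.0912 and 0.0871), wounded library 3 (0.138 and 0.122) or wounded library 4 (0.0868 and 0.0512), and that of grhl1 also with all 8 libraries (0.0651).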

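A number of genes known in mammals as transcriptional targets of TGF-beta signaling rose in wounded corneas, whereas few genes of the pathway itself passed the test. Of 28 target genes, 9 rose and none fell at an adjusted p of 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg), and 22 rose and none fell when adjusted over the list alone. All 28 had a positive log2 fold change, with a median of 0.77. The list stood above the other genes (camera, adjusted p = 6.7e-26 at the preset correlation and adjusted p = 0.0546 with an estimated correlation), and 16 of its genes rose with the tank as a block. The target gene ccn2a, which encodes a matricellular protein, had a log2 fold change of 1.17 (standard error 0.13, adjusted p = 0.00517 in edgeR). Of 38 genes of ligands, receptors, Smads and their regulators, 2 rose and none fell, or 6 and none when adjusted over the list alone. They were inhbaa, which encodes an activin chain and is on both lists (log2 fold change 1.67, standard error 0.23, adjusted p = 0.0134 in edgeR), and the receptor gene tgfbr2a (log2 fold change 1.11, standard error 0.19, adjusted p = 0.0287 in edgeR). For this list camera gave an adjusted p of 0.0172 at the preset correlation and adjusted p = 0.401 with an estimated correlation. With the tank as a block 5 of its genes rose, and camera gave adjusted p = 0.0776. Its call was also lost in camera without control library 1 (adjusted p = 0.0683) or wounded library 3 (adjusted p = 0.0946). In edgeR inhbaa did not pass without control library 3 (adjusted p = 0.06655) or wounded library 3 (0.0640). The call of tgfbr2a was lost without control library 1 (0.0869), control library 3 (0.0944), wounded library 3 (0.138) or wounded library 4 (0.0581), and with all 8 libraries (0.148, or 0.126 with the tank as a block).

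Among single genes with published links to TGF-beta, the leptin gene lepb rose from 0.38 ± 0.408 CPM (SD, n = 4) to 4.98 ± 2.23 (SD, n = 3), a log2 fold change of 3.70 (standard error 0.70, adjusted p = 0.0369 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The zinc finger gene egr2a rose from 13.5 ± 4.72 (SD, n = 4) to 59.2 ± 11.2 (SD, n = 3), a log2 fold change of 2.13 (standard error 0.26, adjusted p = 0.00809 from the same edgeR test). For sall1b, another zinc finger factor, the log2 fold change was 3.14 (standard error 0.48, adjusted p = 0.0209 from the same edgeR test). The AP-1 genes junba and junbb, which are on the target list, had log2 fold changes of 1.93 (standard error 0.26, adjusted p = 0.0116 in edgeR) and 1.99 (standard error 0.24, adjusted p = 0.00754 in edgeR). The transcriptional repressor gene bach2b rose from 0.675 ± 0.0955 (SD, n = 4) to 5.29 ± 0.430 (SD, n = 3), a log2 fold change of 2.96 (standard error 0.25, adjusted p = 0.00108 in edgeR). In edgeR lepb did not pass without control library 3 (adjusted p = 0.0871), wounded library 2 (0.0688), wounded library 3 (0.149) or wounded library 4 (0.0581). The calls of sall1b and junba were lost without control library 1 (0.0692 and 0.0546), control library 3 (0.0769 and 0.0554) or wounded library 3 (0.112 and 0.0712).

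**Figure D2:**
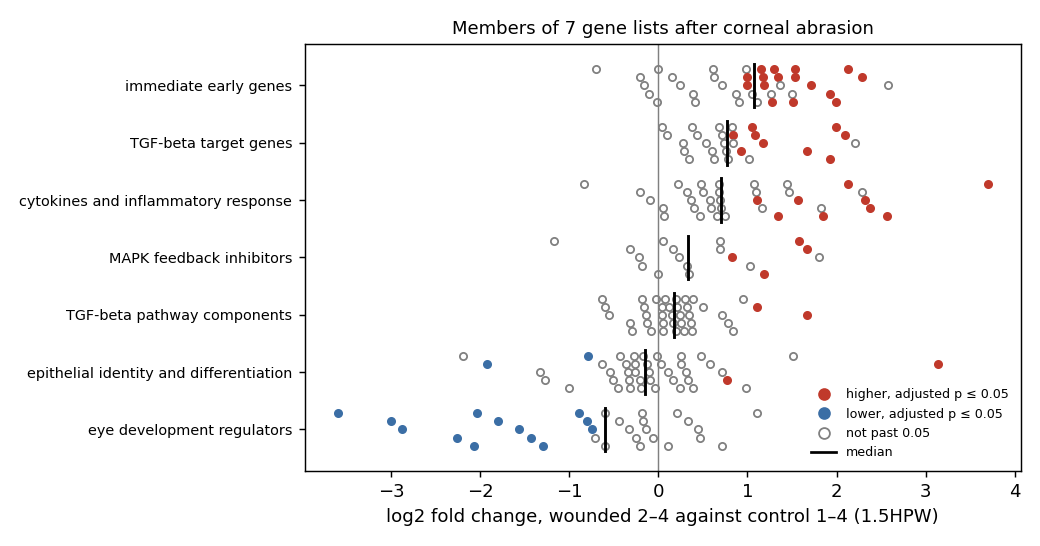
Log2 fold change of each tested member of 7 gene lists, wounded libraries 2 to 4 against control libraries 1 to 4 at 1.5 h, with members at an adjusted p of 0.05 or less filled in red (higher) or blue (lower) and the median of each list as a black line. The median is 1.08 for immediate early genes, 0.77 for TGF-beta target genes, 0.18 for TGF-beta pathway components and -0.60 for eye development regulators.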

We noticed that a number of the modulated genes were linked to the Transforming Growth Factor beta (TGF-beta) pathway (Fig. 8D), such as *Leptin*^31^, *Otx2*^32^, *Egr2*^33^, *Sall1*^34^, *Cyp1*^35^, *Jun-B*^36^ and *Bach2*^37^. The TGFbeta isoforms 1, 2, and 3, as well as TGFbeta receptors, are expressed in human cornea^38,39^, and TGFbeta signaling is recognized as important regulator in corneal injury responses^8,40,41^. In vivo wound healing experiments have shown elevated TGFbeta^42,43^ and TGFbeta receptor^44^ levels in recovering epithelium. TGF receptor II ablation in corneal epithelium delayed wound closure^45^, as did TGFbeta 3 silencing^42^.Given the evidence of the pivotal role of TGFbeta on corneal re-epithelialization, we investigated the impact of TGF-beta receptor I inhibition on corneal wound closure by adding SB431542, an Alk inhibitor acting on TGF-beta receptor I, to the tank water 3 h prior to and 3 h after abrasion (Fig. 9). The results were remarkable: in such conditions, epithelial cells seemed disorganized and unable to migrate collectively (Fig. 9B’,C’). Furthermore, the close-up SEM image showed very few microridges on the cell surface, at the wound site. As the wound closure appeared defective, we investigated several parameters known to be involved in the process. Notably, the EdU+ cells seemed to be localized further away from the wounding site when TGF-beta receptor was inhibited (Fig. 10A). Cell shape descriptors, such as apical cell area (Fig. 10B) and roundness (Fig. 10C), were also significantly altered by TGF-beta signaling inhibition. Finally, microridge total and average lengths were increased in peripheral cornea (Fig. 10D–E). These elements demonstrated that TGF-beta signaling regulation is crucial during corneal epithelial wound closure.

**Figure 9:**
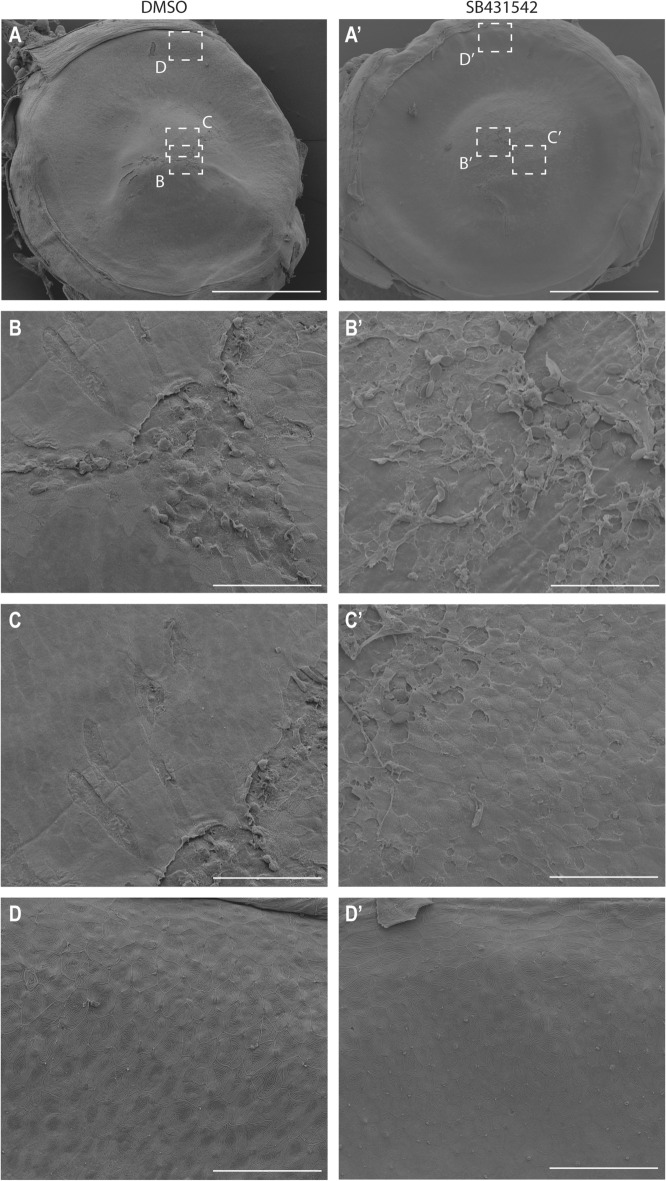
TGF-beta receptor inhibition delays wound closure. SEM images showing the wound site, a site adjacent to the wound site, and peripheral/limbal cornea at 3HPW in DMSO (**A**–**D**) versus TGF-beta receptor I inhibitor (SB431542, (**A’**–**D’**)) -treated fish. (**A**, **A’**) Overview of the eye, indicating the locations of areas in (**B**–**D’**). (**B**,**B’**) The wound site exhibits a greater disorganization under TGF-beta receptor inhibition. (**C**,**C’**). While the wound border has a smooth surface in the control, the TGF-beta receptor inhibition leads to a defected surface. (**D**,**D’**). In the peripheral region, the TGF-beta receptor inhibition seems to not affect drastically epithelial cells. Scale bars: 500 µm (**A**,**A’**), 50 µm (**B**,**B’**,**C**,**C’**,**D**,**D’**). HPW: hours post-wound.

**Figure 10:**
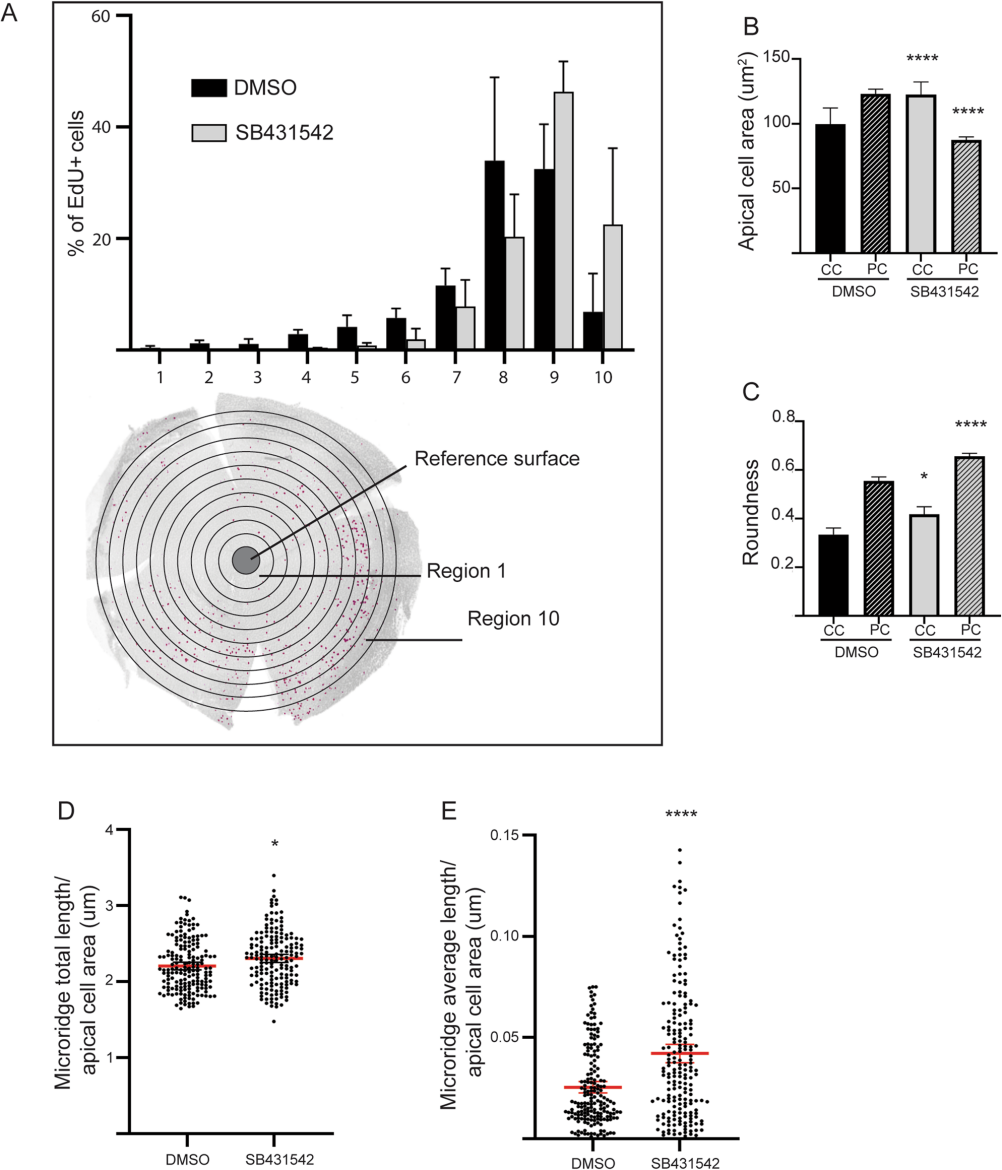
TGF-beta receptor inhibitor affects cell dynamics and morphology during wound closure. (**A**) The distribution of EdU+ cells, across the corneal radius from the central cornea (region 1) to the periphery (region 10), indicates a displacement of proliferation towards corneal periphery. n = 3 per treatment. (**B**) Quantification of apical cell area at 3HPW shows an increase of this parameter in central cornea and decrease in peripheral cornea upon TGF-beta receptor inhibition. Cells from 3 eyes were pooled for analysis (n-numbers after removal of outliers are: DMSO-CC, 88, DMSO-PC, 484, TGF-beta receptor inhibition-CC, 91, TGF-beta receptor inhibition-PC, 513). (**C**) Quantification of roundness at 3HPW indicates and increase of roundness in central and peripheral cornea upon TGF-beta receptor inhibition. Cells from 3 eyes were pooled for analysis (n-numbers after removal of outliers are: DMSO-CC, 85, DMSO-PC, 484, TGF-beta receptor inhibition-CC, 91, TGF-beta receptor inhibition-PC, 515). (**D**,**E**) TGF-beta receptor inhibition leads to an increase of microridge total length (**D**), and average length (**E**), per cell at 3HPW on peripheral cornea. Cells from 3 eyes were pooled for analysis (n-numbers after removal of outliers are: DMSO, 175, TGF-beta receptor inhibition, 169 (**D**), DMSO, 185, TGF-beta receptor inhibition, 198 (**E**). Data represent mean + stdev (**A**), or mean + 95% confidence interval (**B**–**E**), P* < 0.05, P**** < 0.0001. Kruskal–Wallis test followed by Dunn’s test for multiple comparisons. HPW: hours post-wound.

### *Pax6* expression is lost during corneal wound closure

Our transcriptomic analysis (Fig. 8B) identified another factor regulated by TGF-beta signaling, and essential for eye formation, namely pax6^46^. 

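Both zebrafish genes paired with the symbol PAX6 fell in wounded corneas. CPM of ENSDARG00000045936 were 280 ± 36.4 in control (SD, n = 4) and 115 ± 29.0 in wounded corneas (SD, n = 3), a log2 fold change of -1.29 (standard error 0.18, adjusted p = 0.0147 from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Those of ENSDARG00000103379 were 88.1 ± 11.6 (SD, n = 4) and 30.0 ± 8.36 (SD, n = 3), a log2 fold change of -1.56 (standard error 0.21, adjusted p = 0.0109 from the same edgeR test). In control corneas the first of these genes had 3.18 times the CPM of the second. Within tanks 2, 3 and 4 the difference of the wounded library from its control lay between -2.30 and -1.004 on the log2 scale for both genes. Which of the identifiers is pax6a was not resolved, and reads that match both copies could not be followed from the counts. In wounded library 1 ENSDARG00000103379 was also low, at 38.7 CPM, whereas ENSDARG00000045936 was at 249, above control library 1 from its own tank at 229. With all 8 libraries the log2 fold change of ENSDARG00000045936 was -0.91 (edgeR adjusted p = 0.105), and it did not pass with all 8 and the tank as a block either. In edgeR the call of ENSDARG00000045936 was lost without control library 3 (adjusted p = 0.0666), wounded library 3 (adjusted p = 0.0712) or wounded library 4 (adjusted p = 0.0527). In its discussion the paper proposes that the fall of Pax6 reflects greater plasticity of the cells, through a looser hold on corneal identity.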

The zebrafish genome houses two *Pax6* genes, among which only *Pax6a* plays a role in the ocular tissues, while *Pax6b* is mainly found in the pancreas^47^. Pax6 transcription factor is known to be the master gene of eye formation (for review^48^). Previous studies have reported that in the context of *Pax6* mutation, corneal cells are unable to differentiate properly, and adopt the corneal epithelial cell identity^49^. After P*ax6a* expression was validated by qPCR in control and wounded corneas (Fig. 8C), we used immunohistochemistry to analyze Pax6 pattern during corneal wound healing. Before abrasion, Pax6 was found in all areas of the corneal epithelium (Fig. 11Aa, B). At 1.5HPW, we detected high levels of Pax6 immunoreactivity around the wound, while the rest of corneal epithelium was devoid of any Pax6 signal (Fig. 11Ab). By 3HPW, only a few cells, located near the wound site were Pax6 positive, while most of the cornea displayed no Pax6 signal (Fig. 11Ac, B). It was notable that a strong decrease of the Pax6 signal occured progressively during corneal wound healing in the contralateral eye (Fig. 11Ad–f), to the point where only a few cells became Pax6 positive by 3HPW (Fig. 11Af, arrows), thus indicating unequivocally a bilateral response to unilateral corneal abrasion. These observations were confirmed with immunostaining on paraffin sections (Fig. 11B).

**Figure 11:**
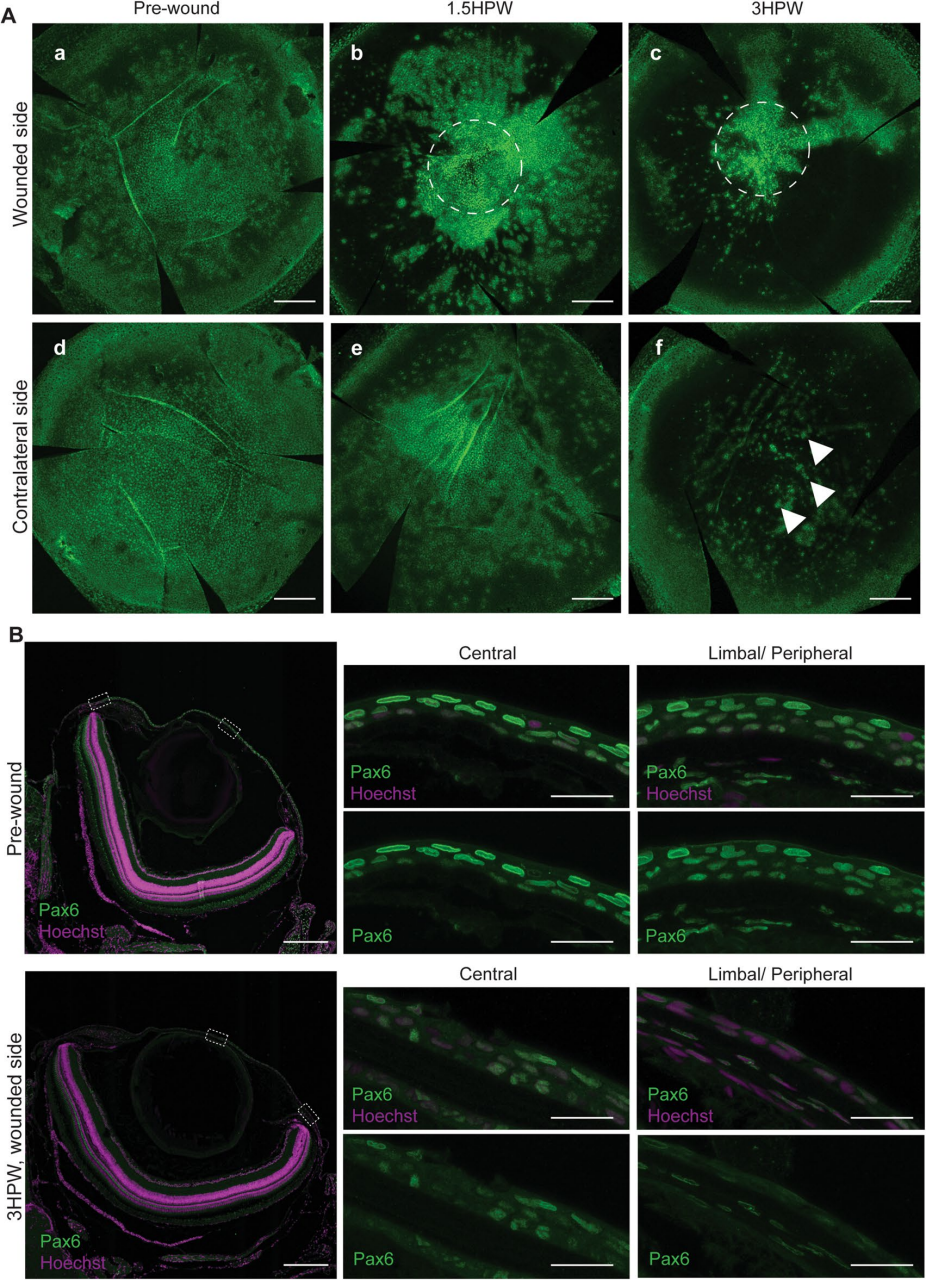
PAX6 immunological detection during wound closure. (**A**) Whole-mount staining showing an overview of Pax6 signal before wounding, and 1.5 or 3HPW, shows the disappearance of Pax6 in areas distant to the wound and a reinforcement closer to the wound site, on the wounded side (a–c). Dashed lines indicate wound location. On the contralateral side (d–f), Pax6 remains only in specific site, leading to a punctated pattern. (**B**) Immunofluorescence on sections showing Pax6 signal together with Hoechst nuclear counterstaining, before or 3HPW (wounded side) in central or peripheral cornea (boxed areas in whole-eye images), confirms the global loss of Pax6. HPW: hours post-wound. Maximum intensity projection of the whole cornea or 5-µm section, scale bars: 300 µm in A, 200 and 20 µm in B. HPW: hours post-wound.

### Bilateral response prepares a rapid epithelial wound healing

These strong cellular and molecular responses from an unharmed epithelium were unexpected. We therefore hypothesized that a bilateralization of corneal injury response might be beneficial in the case of a secondary injury to the contralateral eye, which would continue to provide a proper vision. We chose to inflict an abrasion on the contralateral eye, 1 h after abrading the ipsilateral eye, and then monitored the wound closure speed for 2 h after each wound (Fig. 12A). Strikingly, the wound closure efficacy was significantly higher on the contralateral eye (Fig. 12B–C). While 22% of the wound remained open at 1HPW on the ipsilateral cornea, after the same delay, there remained less than 5% of the wound still to be closed on the contralateral eye.

**Figure 12:**
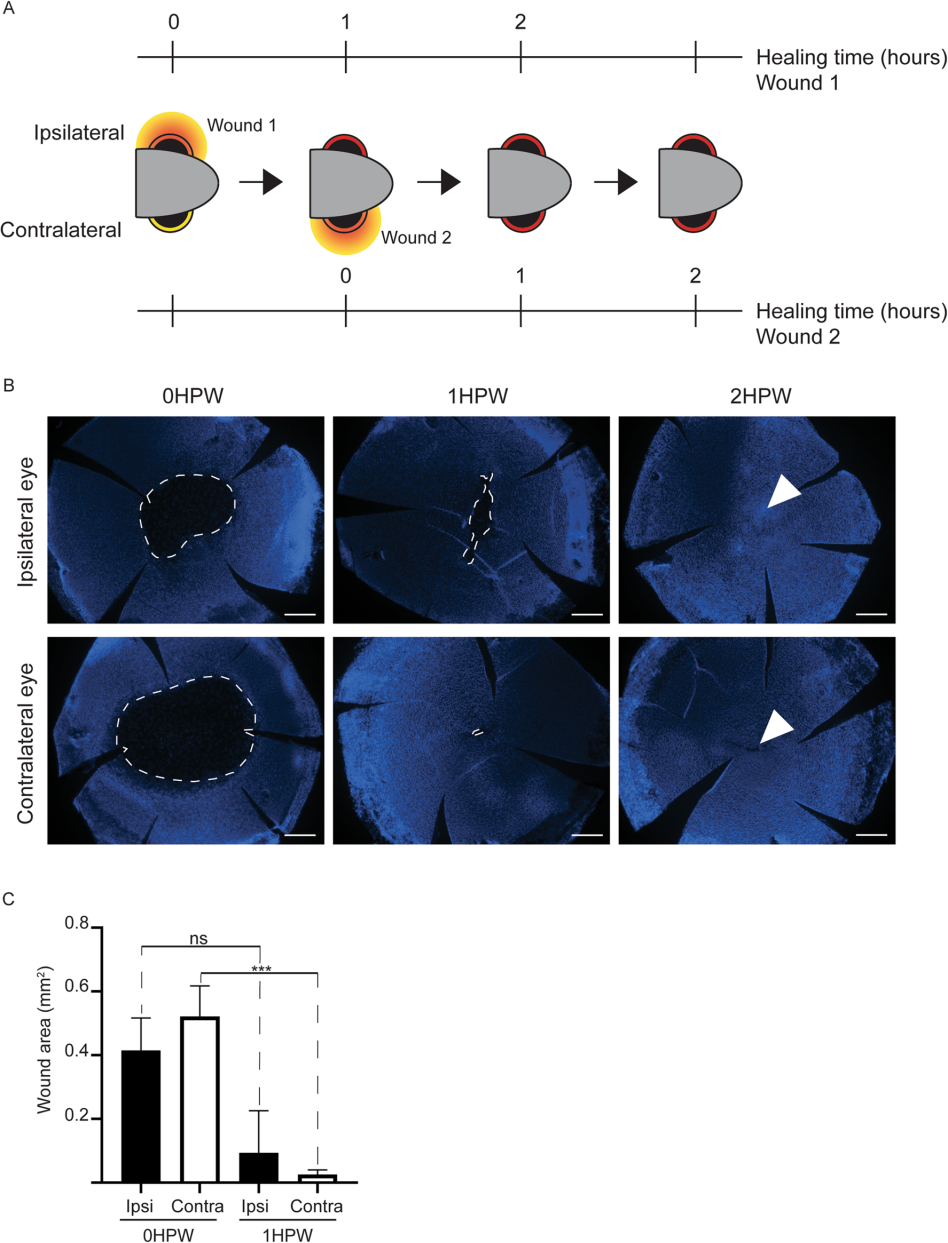
Accelerated wound closure on the contralateral cornea after abrasion. (**A**) A schematic presentation of the experiment. The second wound, on the contralateral side is performed 1HPW. Each wound closure is followed during 2 h. (**B**) Representative images of the cornea of either the ipsilateral or contralateral eye at 0, 1, and 2HPW (Hoechst-staining). Dashed line indicates wound border, arrowhead points to wound site in a closed wound. The wound on the contralateral side is closed by 1 HPW, while the wound is still largely open on the ipsilateral cornea at 1HPW. (**C**) Quantification of the wound area on the right and on the left side at 1 or 2HP confirms the faster closure on the contralateral eye. Data represent mean + stdev, P*** < 0.001, n = 5–6 per group. Kruskal–Wallis test followed by Dunn’s test for multiple comparisons. HPW: hours post-wound. Scale bars: 200 µm.

Collectively, our results confirm the bilateralization of corneal wound healing response, but more importantly point towards communication between both eyes.

## Discussion

While the zebrafish corneal structure is similar to corneas found in terrestrial animals equipped with camera-type eyes, it has never previously been used to delineate the corneal wound healing mechanism. Our study took advantage of this model to demonstrate that cell rearrangement is a key element during corneal wound closure. Furthermore, we have shown that the modification of the epithelial cell molecular signature, together with the modulation of specific pathways, such as TGF-beta, is important during wound closure. Taken together, these elements prove the crucial role played by cell plasticity during corneal wound closure.

Cell proliferation is often regarded as a key element in wound closure. That said, we and others have previously reported that corneal wound closure occurs in a mater of days in mice^9,17,22^ and in rabbits^50,51^, despite the fact that in mice, this phenomenon has been reported as being independent of cell proliferation induction^9^. Interestingly, our results from EdU labeling show that, unlike in mice, in zebrafish cell proliferation is induced quickly after wounding. We hypothesize that this difference between species could be attributed to one of the three following factors. First, corneal wound healing in mice is a lengthy process. Therefore, the lack of reported proliferation could reflect a short proliferation window which might not have been identified by previous studies. Second, corneal wound closure might not follow the same steps in mice and in zebrafish, due to innovations brought about by evolution of the visual apparatus. Third, the pool of available cells for wound closure is more restricted in zebrafish than in mice, requiring the production of more cells to close the wound. By blocking cell proliferation, however, we have disproved this last option. Furthermore, despite cell proliferation induction, our results are showing a fairly similar wound closing mechanism in zebrafish and in mice. Further investigation is therefore needed to decipher thoroughly the early steps of murine corneal closure, in order to identify the possible discrepencies between the mammalian and fish models, especially regarding cell migration, crucial element during epithelial wound healing.

Cell shape and apical microridge dynamics are fitted readouts for epithelial physiology. We demonstrated that cell shape modification was correlated with microridge dynamic modulation. While the microridge pattern in central corneal cells seemed to return to normal rapidly, peripheral corneal cells displayed a long term perturbation of microridges. Our observations indicate that the peripheral cornea is the driving force in wound closure, while wound border cells adopt a phenotype facilitating the epithelial cell displacement until closure is completed, unlike peripheral corneal cells, which demonstrate a longer phenotype disturbance. By synchronizing the differential response of these two regions, wound closure occurs more rapidly. This coordination must be under the control of specific molecular signals which harmonize corneal epithelial cell behaviour during wound closure.

Among the molecular changes our transcriptomic analysis revealed, during wound closure there appears to be heavy modulation of numerous factors involved in the TGF-beta pathway, and *Pax*6. Interestingly, a previous report demonstrated the role of TGF-beta signalling in the balance between corneal epithelial cell stemness and terminal differentiation, via the regulation of *Pax6*, among other factors^52^. This transcription factor is a known master gene for ocular structure identity, especially the cornea. When *Pax6* expression is absent during eye formation in a chick embryo, corneal identity fails to set in epithelial cells, and is replaced with skin phenotype^53^. Furthermore, a recent study demonstrated that *Pax6* is a crucial player for direct cell reprogramming into corneal epithelium^54^. We can conclude that *Pax6* level is crucial when enforcing corneal epithelium identity. The clear *Pax6* downregulation which we report here is most likely the reflection of an increase in cell plasticity, via a looser corneal identity maintenance. It is also of note that a recent report showed that terminally differentiated corneal cells can replace lost stem cells^19^. Our original finding, together with these studies, demonstrate that upon injury cell identity might be lessened to allow a rapid phenotype modification for wound closure. These observations can be viewed within the larger perspective of cell plasticity in organ regeneration. By attaining a higher degree of plasticity, terminally differentiated cells appear to develop the capacities to heal a tissue or an organ, as it has been observed in relation to skin^55^, the intestine^56^, and the vascular system^57^, among others. It is notable, however, that *Pax6* modulation has not been studied in the early stages of wound closure in mouse models, although an increase of *Pax6* expression later on in the healing process was reported^58^. It would therefore be of great interest to compare the cellular and molecular aspects of corneal wound closure and healing in various species to understand the conservation level of this molecular regulation.

Further investigations could shed new light on the molecular modulations of cell identity and phenotype required during wound healing and tissue regeneration, not only in cornea, but in most organs. It might then be possible, by selectively modifying the cell microenvironment, to induce sufficient plasticity in order to harness the regenerative capabilities.

One of the most interesting findings of our study is the bilateralization of corneal response to an unilateral injury. We ourselves have previously reported the bilateralization of lacrimal gland response in mice after abrasion^10^. Other studies on murine and human cornea have also described such a phenomenon^59,60^. Interestingly, the synchronization of both sides appears to be of importance, given that as it has been conserved during evolution. Moreover, very potent factors would be required to modify cell identity and the dynamics of a differentiated epithelial tissue in the absence of injury. Our results revealed changes to cell morphology, increased proliferation, and a modified identity. These results, therefore, raise three fundamental questions. First, what is the nature of the factors inducing cell plasticity and bilateralization? Second, what is the origin of these factors? Third, what advantage does bilateralization confer to an organism? While further investigations are necessary to find definite answers to these questions, the observations made in this study demonstrate that external cues can modify corneal epithelial identity, and that these cues can accelerate corneal would healing, a phenomenon which in the long run could be beneficial for patients suffering from corneal defects.

Collectively, our results demonstrate that a complex process is involved in early corneal wound healing. Besides the implication of cell rearrangements and morphological changes, wound closure also involves the induction of cell proliferation on the wound periphery, which appears to support global cell displacement towards the wound site. Moreover, profound transcriptomic changes are rapidly engaged subsequent to corneal insults. Taken together, these mechanisms are collectively responsible for rapid wound closure, and resemble the process observed in mammalian corneal wound healing. We are therefore confident that the use of zebrafish as a corneal regeneration model would reveal new aspects of corneal physiopathologies, which could be beneficial for the 28 million people worldwide suffering from uni- or bi-lateral corneal blindness.

## Methods

### Fish lines and fish maintenance

Fish were maintained in standard conditions with a 14 h:10 h light–dark cycle at the Zebrafish unit (HiLIFE, University of Helsinki). During maintenance and wound healing experiments, fish were fed one to three times a day.

In this study we used the WT AB background (acquired from the Zebrafish facility, University of Helsinki). Fish were collected at the age of four to seven months. The fish were randomly selected for each experiment from the stock tank.

### Corneal wounding

The fish were anesthetized with 0.02% Tricaine (A5040 Sigma-Aldrich, St. Louis, Missouri, USA) and placed into an incision on a moist sponge, with the head protruding from the sponge surface. Corneal epithelium wounding was performed as described in^61^ using an ophthalmic burr (Algerbrush II, Alger Company, Texas, USA) with a 0.5 mm diameter rounded-tip and applying moderate pressure on the eye surface. After abrasion, the fish were transferred to tank water for recovery. Control animals were anesthetized and placed on a sponge for an equal duration to the wounded animals.

### EdU-labeling, hydroxyurea treatment, TGF-beta receptor I inhibition

To labelling proliferative cells, fish were transferred to 0.2 mM EdU (900584, Sigma-Aldrich) for 1.5 h before collecting samples. Three individuals were treated in a minimum of 120 ml of freshly prepared EdU solution (in system water).

In hydroxyurea treatment, fish were preincubated in 50 mM hydroxyurea (400046, Sigma-Aldrich) solution (in system water) for 3 h, anesthetized (0.02% MS-222), and subjected to corneal abrasion, then kept in the hydroxyurea solution for 3 h before sample collection. For TGF-beta receptor I inhibition, fish were preincubated with 50 µM SB431542 (S4317, Sigma-Aldrich) solution (in system water) for 3 h, anesthetized (0.02% MS-222), and subjected to corneal abrasion, then kept in the inhibitor solution for 3 h before sample collection.

### Whole mount staining

Fish were euthanized at selected time points by anesthesia in 0.02% Tricaine solution followed by decapitation. For whole mount staining, whole heads or enucleated eyes were fixed for 20 min on ice in 4% PFA prepared in PBS from 20% stock solution (15713, Electron Microscopy Sciences, Hatfield, Pennsylvania, USA). The samples were rinsed with PBS and stored in 100% methanol at − 20 °C. The samples were rehydrated by incubation at RT in 75% methanol/25% PBS, 50% methanol/50% PBS, and 25% methanol/75% PBS, for 5 to 10 min each. For samples collected as whole heads, eyes were enucleated after this step in PBS. Tissue was permeabilized with 0.3% Triton-x-100/PBS, with rocking agitation 4 times for 5 min at RT, and blocked at RT several hours (10% normal goat serum (16210064, Life Technologies, Penrose, Auckland, New Zealand), 0.5% BSA (A2153, Sigma), in 0.1% Triton-x-100/PBS) with rocking agitation. Samples were incubated with a primary antibody (rabbit polyclonal antibody to Pax6, ab5790, Abcam, Cambridge, UK) 1:200 in blocking solution overnight at 4 °C with rocking agitation. Next, samples were washed in 0.1% Triton-x-100/PBS (fast rinse, 5 times for 5 min, then 3 times for 20 min), and blocked in blocking solution for 1 to 2 h at RT with rocking agitation. Samples were then incubated in secondary antibody (goat polyclonal antibody to rabbit IgG, A11008, Life Technologies) 1:200 in blocking solution, containing Hoechst 1:2000 for 2 to 3 h at RT with rocking agitation. Finally, samples were washed as above and stored in PBS at 4 °C until dissection. The cornea was dissected from the eye in PBS using fine scissors and tweezers and placed on a microscopy slide in a drop of 80% glycerol, and covered with a coverslip.

EdU-labeled tissue was stained for EdU with a kit (C10337, Invitrogen). When done in combination with antibody staining, EdU tracing followed the secondary antibody incubation step (Hoechst was excluded from the secondary antibody solution). Samples were rinsed in PBS and incubated in an EdU reaction cocktail for 60 min at RT. Samples were then washed in PBS, counterstained with Hoechst (1:2000 in PBS) for 20 min, washed in PBS, and stored in PBS before dissection and mounting. When not incubated in combination with antibody staining, EdU-labeled samples were rehydrated and permeabilized as above, and blocked in 3% BSA/PBS for 30 min at RT. The EdU staining was done as above, followed by washing in 3% BSA/PBS for 15 min. The staining was then continued as above.

### Stainings on paraffin-embedded, formalin-fixed sections

For histology, eye/ whole head samples were fixed overnight at 4 °C in 4% PFA. Then, samples were rinsed in PBS, mounted in Histogel (if eyes were processed), dehydrated in an increasing ethanol series, and embedded in paraffin. 5-µm sections were prepared with microtome, dried overnight at 37 °C, and attached to slides by brief baking at 65–70 °C. The sections were stored at 4 °C until use. Stainings on sections began with deparaffinization in Xylene and rehydration in a decreasing ethanol series. For Hematoxylin–eosin staining, slides were incubated in hematoxylin for 2 min, rinsed in tap water, incubated in eosin for 45–60 s, dehydrated in an increasing ethanol series and xylene, and embedded in a mounting medium.

For immunofluorescence, the sections were prepared and rehydrated as above, then subjected to permeabilization in 0.3% Triton-x-100/PBS for 10 min at RT, followed by heat-induced antigen retrieval in 10 mM sodium-citrate buffer, pH 6, in a 2100 Retriever machine (Aptum Biologics, Southampton, U.K.). Then, sections were washed 10 minutes in PBS, blocked for 60 min in 10% goat serum in 0.1% Triton-x-100/PBS, and incubated overnight in the primary antibody (rabbit polyclonal antibody to Pax6, ab5790, Abcam) 1:200 at RT in blocking solution. Next morning, samples were washed in 0.1% Triton-x-100/PBS for 15 min at RT, and incubated in the secondary antibody (goat polyclonal antibody to rabbit IgG, A11008, Life Technologies) 1:400 in blocking solution, containing Hoechst 1:2000 (H3570, Invitrogen) 2 h at RT. Finally, samples were washed in 0.1% Triton-x-100/PBS, and in PBS, then mounted with Fluoromount-G (0100–01, Southern Biotech, Birmingham, Alabama, USA).

For EdU detection on sections, after rehydration the samples were washed in 3% BSA/PBS for 6 min, permeabilized in 0.5% Triton-x-100/PBS for 20 min, incubated in the EdU reaction cocktail for 30 min, then washed in 3% BSA/PBS, and in PBS. All steps were done at RT.

### Image acquisition

Whole mount, and immunofluorescence on sections, of WT samples were imaged with the Leica SP8 inverted confocal microscope (Leica Microsystems, Wetzlar, Germany); sequential scanning was performed with HC PL APO 10x/0.40 CS2, HC PL APO 20x/0.75 CS2, or HC PL APO 63x/1.20 CS2 objective. For Pax6 or EdU, and Hoechst staining, laser lines and emission detection ranges were 405/430–480 (Hoechst) and 488/500–550 (Pax6/EdU). The images in Fig. 9B were taken with a Zeiss Axio Imager.M2 upright microscope, using EC Plan-Neofluoar objectives (5X/0.16, 10X/0.30). The Hoechst signal was detected with excitation at 335–383 nm, and emission at 420–470 nm. All images compared within each experiment were taken with similar settings.

### EdU signal quantification

For EdU quantification, tile scan images with 20X objective were acquired and merged in LAS software (Leica). The amount of EdU-positive cells was determined using Imaris 9.3 (Bitplane). EdU+ cells were selected with the ‘dots’ function and exported to Excel. For EdU+ cell localization, a column-shaped object extending from the top to the bottom of the image stack was placed in the center of the cornea, and the distance intensity of each EdU+ cell to the object was measured in Imaris. The raw values were exported to Excel, and normalized to the length of the corneal radius. The corneal radius was then divided into ten subregions, and the proportion of EdU+ cells in each region was calculated and presented as EdU+ cell percentage per region.

### Scanning electron microscopy

Fish were euthanized at selected time points by anesthesia in 0.02% Tricaine solution (Sigma-Aldrich) followed by decapitation. Whole heads were fixed overnight at + 4 °C in 2.5% glutaraldehyde (Grade 1, Sigma) in 0.1 M sodium-phosphate buffer pH 7.4. On the following day, samples were rinsed in 0.1 M sodium-phosphate buffer pH 7.4 three times. Eyes were dissected and stored in 0.1 M sodium-phosphate buffer pH 7.4 at + 4 °C until further processing at the Electron Microscopy unit (University of Helsinki). Samples were treated with osmium tetroxide (2%), dehydrated in increasing ethanol series and by critical point drying. Finally, the samples were coated with platinum. Images were taken with an FEI Quanta Field Emission Gun scanning electron microscope.

### Cell shape descriptor and microridge measurements

Scanning electron microscopy images were used for quantifications. Central cornea and 3–4 areas from peripheral cornea were imaged with 2000X magnification. Cell roundness and the apical area were measured using Fiji ImageJ 1.53^62^. A grid of crosses was superimposed onto the image, and both cells marked by crosses and those showing clear borders were selected with the polygon selection tool. Shape descriptors and area were measured for each cell. 3 eyes per condition were used for measurements. For the microridge total and the average length per cell, a subset of cells selected for shape descriptor analysis was analysed as follows. The cell was selected with the polygon selection tool, and the background was cleared. The image was then smoothened 1–3 times, brightness and contrast were adjusted automatically, and the image was convolved and converted into a binary image. Finally, the pattern was skeletonized, and the ‘analyze skeleton’ function was used to measure microridge values.

### RNA-sequencing and computational analysis

For RNA-sequencing, same-age fish were grouped one day prior to the experiment into four tanks (14 fish per 3 L). Aged-matched (145, 148, 180 or 183 day-old) control and wound specimens were collected from the same tank. With respect to wounding, abrasion in both corneas of the animals was performed as described above. Control animals were anesthetized and placed onto a sponge for an equal duration as for the wounded animals. After 1.5 h recovery, the fish were anesthetized again in 0.02% Tricaine and decapitated. Eyes were enucleated and cornea dissected in PBS. For one sample, 6 corneas from 3 individuals were pooled in 100 µl of Tri reagent (T9424, Sigma). RNA was isolated from TRI reagent (T9424, Sigma) using Precellys beads and standard protocols (P000912-LYSK0-A.0, Bertin Technologies, Montigny-Le-Bretonneux, France). RNA was further purified using the Qiagen Rneasy MiniElute Cleanup kit (#74204, Qiagen, Hilden, Germany). Polyadenylated mRNA was purified from 50 ng of Total RNA using NEBNext Poly(A) mRNA Magnetic Isolation Module (#E7490, New England Biolabs, Ipswich, Massachusetts, USA).

The following steps were performed by the Biomedicum Functional Genomics Unit (FuGu) at the Helsinki Institute of Life Science and Biocenter Finland at the University of Helsinki. Library preparation was completed on purified mRNA using the NEBNext Ultra Directional RNA Library prep kit ( #E7420L, New England Biolabs) using 14 cycles of PCR amplification and indexed using single (i7) indexing. Indexed library preps from each sample were then pooled and sequenced at a pool concentration of 1.3 pM on the NextSeq 500 using a NextSeq High Output 75 cycle flow cell (Illumina, San Diego, California, USA) with 75SE reads. Basecalling and demultiplexing was performed using Illumina bcl2fastq (v2.20.0.422) software. Reads were mapped to zebrafish GRCz11 genome using STAR aligner (2.6.0c). Gene counts were calculated using the featureCounts tool from the Subread package (v1.22.2) using Ensembl release 97 zebrafish gtf-files. Differential expression analysis was performed using R package DESeq2 (v1.22.2^63^). One sample was excluded based on visual PCA inspection (Fig. S2A). For downstream analyses, only genes with an entrezgene id were consider, therefore excluding predicted genes (Table S1). Gene Ontology (GO) term analysis was performed using g:Profiler (version e98_eg45_p14_ce5b097^64^) online tool with default parameters. Volcano plots and heatmaps were generated using GraphPad Prism 8 (version 8.3.0, Graphpad Software, San Diego, California, USA).

### Statistical analysis

Data were analyzed in Graphpad Prism 8 software. Data was tested for normality, and due to at least one non-normally distributed group in all data sets, non-parametric tests were used. For experiments with small n-number, non-parametric test was chosen by default. Differences between two groups were tested with Man-Whitney two-tailed test. Differences between multiple groups were tested with Kruskal–Wallis test, followed by Dunn’s multiple comparisons test. Correlations were studied with Spearman’s correlation.

### Ethical approval

All aspects of the animal works were approved by the Finnish National Board of Animal Experimentation (ESAVI/22167/2018). All methods were carried out in accordance with relevant guidelines and regulations and followed the ARRIVE guidelines.

### Illustrations

All figure panels were designed and produced with Adobe Illustrator 2021, including the schematic drawing of the Fig. 1.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## References

[1] Ayala FJ (2007). Darwin's greatest discovery: Design without designer. PNAS.

[2] Zieske JD (2004). Corneal development associated with eyelid opening. Int. J. Dev. Biol..

[3] Klenkler B, Sheardown H, Jones L (2007). Growth factors in the tear film: Role in tissue maintenance, wound healing, and ocular pathology. Ocul. Surf..

[4] Guier, C. P. & Stokkermans, T. J. Cornea foreign body removal in *StatPearls.* NBK554478 (StatPearls, 2021).32119365

[5] Moshirfar, M., Bennett, P. & Ronquillo, Y. Corneal dystrophy in *StatPearls*. NBK557865 (Statpearls, 2021).32491788

[6] Dua HS, Gomes JA, Singh A (1994). Corneal epithelial wound healing. Br J Ophthalmol..

[7] Suzuki K (2003). Cell-matrix and cell–cell interactions during corneal epithelial wound healing. Prog. Retin. Eye Res..

[8] Ljubimov AV, Saghizadeh M (2015). Progress in corneal wound healing. Prog. Retin. Eye Res..

[9] Kalha S (2018). Bmi1+ progenitor cell dynamics in murine cornea during homeostasis and wound healing. Stem Cells.

[10] Kuony A (2019). Ectodysplasin-A signaling is a key integrator in the lacrimal gland-cornea feedback loop. Development.

[11] Parravicini R (2012). Tuna cornea as biomaterial for cardiac applications. Tex. Heart Inst. J..

[12] Dhouailly D, Pearton DJ, Michon F (2014). The vertebrate corneal epithelium: From early specification to constant renewal. Dev. Dyn..

[13] Lehrer MS, Sun TT, Lavker RM (1998). Strategies of epithelial repair: modulation of stem cell and transit amplifying cell proliferation. J. Cell Sci..

[14] Fabiani C, Barabino S, Rashid S, Dana MR (2009). Corneal epithelial proliferation and thickness in a mouse model of dry eye. Exp. Eye Res..

[15] Strinkovsky L, Havkin E, Shalom-Feuerstein R, Savir Y (2021). Spatial correlations constrain cellular lifespan and pattern formation in corneal epithelium homeostasis. Elife.

[16] Park M (2019). Peripheral (not central) corneal epithelia contribute to the closure of an annular debridement injury. PNAS.

[17] Park M (2019). Visualizing the contribution of keratin-14(+) limbal epithelial precursors in corneal wound healing. Stem Cell Rep..

[18] Chang CY, Green CR, McGhee CN, Sherwin T (2008). Acute wound healing in the human central corneal epithelium appears to be independent of limbal stem cell influence. Invest. Ophthal. Vis. Sci..

[19] Nasser W (2018). Corneal-committed cells restore the stem cell pool and tissue boundary following injury. Cell Rep..

[20] Altshuler A (2021). Discrete limbal epithelial stem cell populations mediate corneal homeostasis and wound healing. Cell Stem Cell.

[21] Farrelly O (2021). Two-photon live imaging of single corneal stem cells reveals compartmentalized organization of the limbal niche. Cell Stem Cell.

[22] Li Y (2021). The common YAP activation mediates corneal epithelial regeneration and repair with different-sized wounds. NPJ Regen. Med..

[23] Pan YA (2013). Zebrabow: Multispectral cell labeling for cell tracing and lineage analysis in zebrafish. Development.

[24] Salic A, Mitchison TJ (2008). A chemical method for fast and sensitive detection of DNA synthesis in vivo. PNAS.

[25] Richardson R (2016). Re-epithelialization of cutaneous wounds in adult zebrafish combines mechanisms of wound closure in embryonic and adult mammals. Development.

[26] Pinto CS (2019). Microridges are apical epithelial projections formed of F-actin networks that organize the glycan layer. Sci. Rep..

[27] Lam PY, Mangos S, Green JM, Reiser J, Huttenlocher A (2015). In vivo imaging and characterization of actin microridges. PLoS ONE.

[28] Collin HB, Collin SP (2000). The corneal surface of aquatic vertebrates: microstructures with optical and nutritional function?. Philos. Trans R. Soc. Lond. B Biol. Sci..

[29] Williams AL, Eason J, Chawla B, Bohnsack BL (2017). Cyp1b1 regulates ocular fissure closure through a retinoic acid-independent pathway. Invest. Ophthalmol. Vis. Sci..

[30] Li N, Zhou Y, Du L, Wei M, Chen X (2011). Overview of cytochrome P450 1B1 gene mutations in patients with primary congenital glaucoma. Exp. Eye Res..

[31] Yan C, Yang Q, Shen HM, Spitsbergen JM, Gong Z (2017). Chronically high level of tgfb1a induction causes both hepatocellular carcinoma and cholangiocarcinoma via a dominant Erk pathway in zebrafish. Oncotarget.

[32] Jia S, Wu D, Xing C, Meng A (2009). Smad2/3 activities are required for induction and patterning of the neuroectoderm in zebrafish. Dev. Biol..

[33] Gregory KJ, Morin SM, Schneider SS (2017). Regulation of early growth response 2 expression by secreted frizzled related protein 1. BMC Cancer.

[34] Lin Y (2021). SALL1 regulates commitment of odontoblast lineages by interacting with RUNX2 to remodel open chromatin regions. Stem Cells.

[35] Muller GF, Dohr O, El-Bahay C, Kahl R, Abel J (2000). Effect of transforming growth factor-beta1 on cytochrome P450 expression: Inhibition of CYP1 mRNA and protein expression in primary rat hepatocytes. Arch. Toxicol..

[36] Klein K, Habiger C, Iftner T, Stubenrauch F (2020). A TGF-beta- and p63-responsive enhancer regulates IFN-kappa expression in human keratinocytes. J. Immunol..

[37] Kim EH (2014). Bach2 regulates homeostasis of Foxp3+ regulatory T cells and protects against fatal lung disease in mice. J. Immunol..

[38] Joyce NC, Zieske JD (1997). Transforming growth factor-beta receptor expression in human cornea. Invest. Ophthalmol. Vis. Sci..

[39] Nishida K (1994). Immunohistochemical localization of transforming growth factor-beta 1, -beta 2, and -beta 3 latency-associated peptide in human cornea. Invest. Ophthalmol. Vis. Sci..

[40] Yu FS, Yin J, Xu K, Huang J (2010). Growth factors and corneal epithelial wound healing. Brain Res. Bull..

[41] Wilson SE (2020). Corneal wound healing. Exp Eye Res..

[42] Bettahi I (2014). Genome-wide transcriptional analysis of differentially expressed genes in diabetic, healing corneal epithelial cells: hyperglycemia-suppressed TGFbeta3 expression contributes to the delay of epithelial wound healing in diabetic corneas. Diabetes.

[43] Huh MI, Chang Y, Jung JC (2009). Temporal and spatial distribution of TGF-beta isoforms and signaling intermediates in corneal regenerative wound repair. Histol. Histopathol..

[44] Zieske JD, Hutcheon AE, Guo X, Chung EH, Joyce NC (2001). TGF-beta receptor types I and II are differentially expressed during corneal epithelial wound repair. Invest. Ophthalmol. Vis. Sci..

[45] Terai K (2011). Crosstalk between TGF-beta and MAPK signaling during corneal wound healing. Invest. Ophthalmol. Vis. Sci..

[46] Jin M, Gao D, Wang R, Sik A, Liu K (2020). Possible involvement of TGFbetaSMADmediated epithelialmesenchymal transition in prometastatic property of PAX6. Oncol. Rep..

[47] Kleinjan DA (2008). Subfunctionalization of duplicated zebrafish pax6 genes by cis-regulatory divergence. PLoS Genet..

[48] Shaham O, Menuchin Y, Farhy C, Ashery-Padan R (2012). Pax6: A multi-level regulator of ocular development. Prog. Retin. Eye Res..

[49] Roux LN (2018). Modeling of aniridia-related keratopathy by CRISPR/Cas9 genome editing of human limbal epithelial cells and rescue by recombinant PAX6 protein. Stem cells..

[50] Pfister RR (1975). The healing of corneal epithelial abrasions in the rabbit: a scanning electron microscope study. Invest. Ophthal..

[51] Crosson CE, Klyce SD, Beuerman RW (1986). Epithelial wound closure in the rabbit cornea. A biphasic process. Invest. Ophthalmol. Vis. Sci..

[52] Hu L (2019). Expansion and maintenance of primary corneal epithelial stem/progenitor cells by inhibition of TGFbeta receptor I-mediated signaling. Exp. Eye Res..

[53] Collomb E (2013). The corneal epithelium and lens develop independently from a common pool of precursors. Dev. Dyn..

[54] Kitazawa K (2019). Direct reprogramming into corneal epithelial cells using a transcriptional network comprising PAX6, OVOL2, and KLF4. Cornea.

[55] Tang H (2020). MicroRNA-200b/c-3p regulate epithelial plasticity and inhibit cutaneous wound healing by modulating TGF-beta-mediated RAC1 signaling. Cell Death Dis..

[56] Kurokawa K, Hayakawa Y, Koike K (2020). Plasticity of intestinal epithelium: Stem cell niches and regulatory signals. Int. J. Mol. Sci..

[57] Tombor LS (2021). Single cell sequencing reveals endothelial plasticity with transient mesenchymal activation after myocardial infarction. Nat. Commun..

[58] Sivak JM (2000). Pax-6 expression and activity are induced in the reepithelializing cornea and control activity of the transcriptional promoter for matrix metalloproteinase gelatinase B. Dev Biol..

[59] Cruzat A (2015). Contralateral clinically unaffected eyes of patients with unilateral infectious keratitis demonstrate a sympathetic immune response. Invest. Ophthalmol. Vis. Sci..

[60] Sagga N, Kuffova L, Vargesson N, Erskine L, Collinson JM (2018). Limbal epithelial stem cell activity and corneal epithelial cell cycle parameters in adult and aging mice. Stem Cell Res..

[61] Kalha S, Kuony A, Michon F (2018). Corneal epithelial abrasion with ocular burr as a model for cornea wound healing. J. Vis. Exp..

[62] Schindelin J (2012). Fiji: an open-source platform for biological-image analysis. Nat Methods..

[63] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[64] Raudvere U (2019). g:Profiler: A web server for functional enrichment analysis and conversions of gene lists (2019 update). Nucleic Acids Res..

# Supplementary material for: Unilateral zebrafish corneal injury induces bilateral cell plasticity supporting wound closure
**Source:** Sci Rep. 2022 Jan 7;12:161. doi: 10.1038/s41598-021-04086-x

Unilateral Zebrafish corneal injury induces bilateral cell plasticity supporting wound closure

Supplementary material

Supplementary Figure S1. Wounded area stained with Hematoxylin-Eosin shows the progressive wound closure.

Scale bars: 20 μ m. HPW: hours post-wound.

Supplementary Figure S2. Further analysis of RNA-Sequencing experiment. A. Principal component analysis of showing all samples initially collected, and the sample (wound #1) excluded from the final gene expression analysis. **B.** Gene ontology analysis (biological process) for genes with the log2 fold-change ≥ 1.5 or ≤ -1.5 (p-adjusted ≤ 0.05).

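On the first principal component of variance-stabilized counts the excluded sample lay among the other wounded libraries. A principal component analysis of variance-stabilized counts over the 500 most variable genes placed the 4 wounded libraries between 8.14 and 13.2 on that component (34.9% of the variance) and the 4 control libraries between -13.7 and -5.01. Wounded library 1 was at 10.6 there and at 5.44 on the second component (25.2% of the variance), where the libraries from fish of 180 and 183 days were positive and those from fish of 145 and 148 days negative. When all 18602 genes that passed the filter with 8 libraries were used, wounded library 1 was at 43.1 on the second component and the highest other library, control library 1, at 11.3. In log2 CPM of the 500 most variable genes the first component (27.5% of the variance) parted the libraries by age, not by abrasion. Libraries from fish of 180 and 183 days lay between -22.3 and -11.2 there, with wounded library 1 at -11.2. Those from fish of 145 and 148 days lay between 11.8 and 25.4. Of the 259 genes called without it, 226 lay beyond all 4 control libraries in wounded library 1 in the same direction (123 of the 139 higher and 103 of the 120 lower genes). The genes were called with the same 4 control libraries, so this count has no simple value for a library without change. A control library left out of the fit lay beyond the 3 others in the called direction in 12 of 36, 283 of 456, 0 of 24 and 188 of 247 genes (control libraries 1 to 4), and wounded library 1 lay beyond the same 3 in 36, 404, 24 and 223. Of its 26 retina genes 23 were above each of wounded libraries 2 to 4 and 16 above each of the 7 other libraries, a count made after the mean of this list was seen to lie apart. The rod transducin gene GNAT1 had 24.8 CPM, against at most 12.6 in the others. Collagen genes took 1.18% of its counts, against 1.76% to 3.17% in the other 7 libraries. With all 8 libraries in the edgeR quasi-likelihood test, 147 genes were higher and 87 lower at a Benjamini-Hochberg adjusted p of 0.05, 108 and 65 of them shared with the comparison of 7 libraries.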

Supplementary Table S1. RNA-Sequencing analysis of corneal transcriptomic signature during corneal wound healing

Figure S1

Pre-wound

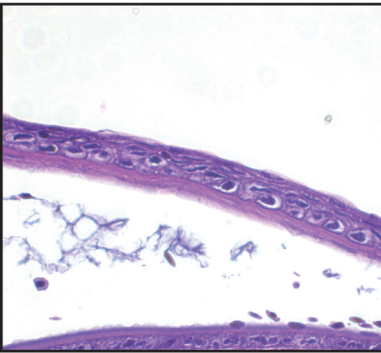

0HPW

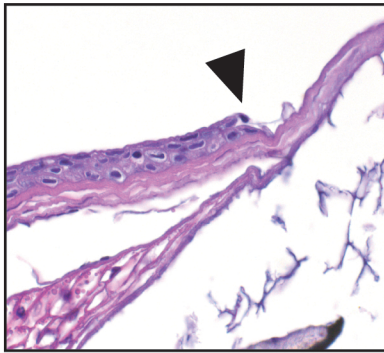

1HPW

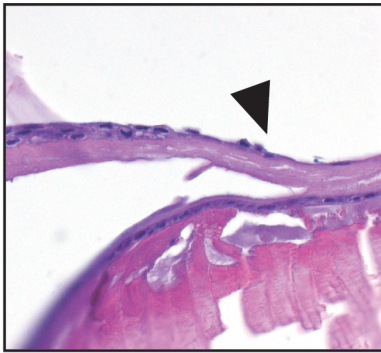

3HPW

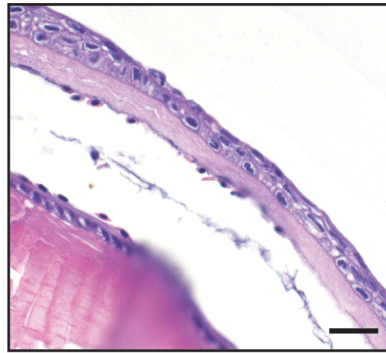

Figure S2

A.

Group

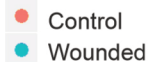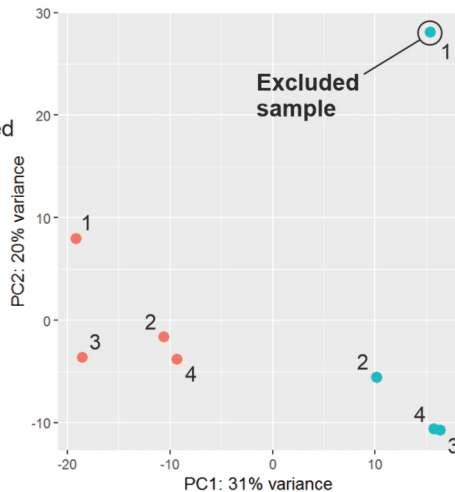

B.

The most enriched GO:BP terms
(upregulated and downregulated)

$\log_2$ Fold Change ≤ -1.5 or ≥ 1.5

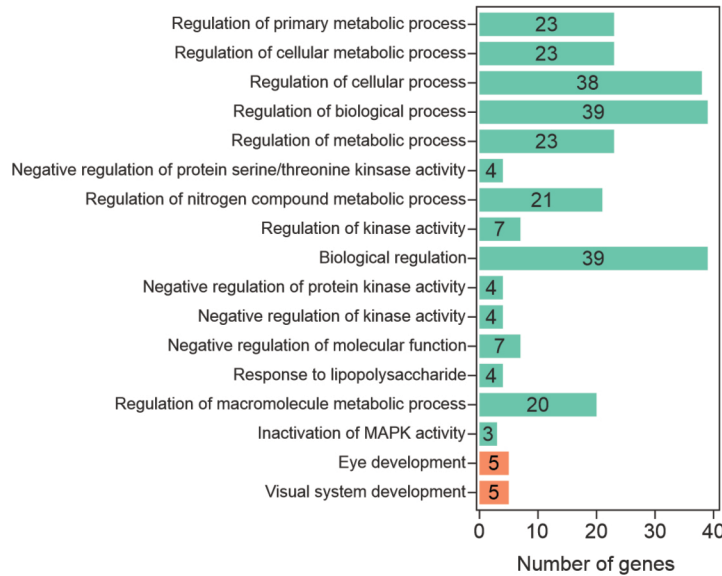

**Supplement:** Supplementary file 1 — Supplementary Information 1.

How the deposited data were processed for this re-analysis (not part of the article)

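RNA was sequenced from corneas of adult zebrafish, 4 libraries from control fish and 4 from fish collected 1.5 h after abrasion, each library from 6 corneas of 3 fish. As the paper describes, polyadenylated RNA was made into libraries with a directional kit and read as single-end reads. The authors used bcl2fastq 2.20.0.422 for base calling, mapped the reads to GRCz11 with STAR 2.6.0c and counted reads per gene of Ensembl release 97 with featureCounts, and the deposited values are raw counts per gene, with no normalization, for 32520 genes in 8 libraries. Trimmomatic is named in the deposited processing notes without its settings. The strand setting of the counting is not given in the paper's text, so that reads of a gene and of an overlapping antisense gene cannot be told apart, and counts of near-identical gene copies are uncertain. All 8 libraries could be mapped to a condition and a replicate number. The library totals lay between 39472162 and 44250662 counts. The SD between libraries, which includes the counting error, is given with the values per gene.

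Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 (the paper used DESeq2 1.22.2), and plots were drawn with Python 3.11.15 and matplotlib 3.10.9. The comparison of wounded with control corneas used the 7 libraries of the paper's comparison, filterByExpr (18935 genes), TMM normalization, edgeR's quasi-likelihood fit with its default dispersions and Benjamini-Hochberg adjustment over all genes tested, at an adjusted p of 0.05. Genes were counted in each direction, with a log2 fold change of 1 or more, and at the thresholds of Fig. 8D (1.5 and the adjusted p). Values per gene are TMM-normalized CPM with the SD between libraries. Gene lists were tested with camera at a preset correlation of 0.01, 2-sided, adjusted over 23 lists, and again with an estimated correlation and with fry. Principal components were computed from the DESeq2 variance-stabilized counts of the 500 most variable genes. The interaction of abrasion with age (145 and 148 days against 180 and 183 days) was tested in edgeR over all 8 libraries, with 2 libraries per age and condition, and again with the tank as a block after the data had been seen.

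Gene names came from Table S1, of which 1997 of 13480 genes were at hand, and from reference tables in which 29201 identifiers have a symbol. Table S1 names genes without identifiers, and its normalized counts matched 1 identifier each for all 1997 genes, within 0.01%. DESeq2 run on the deposited counts of the 7 libraries gave the log2 fold changes of these genes to within 4.99e-06 of Table S1, so that the table and the counts describe the same comparison. Of 727 symbols in the gene lists, 646 were matched, 185 through Table S1, 356 through a unique symbol and 105 through a symbol that several copies share, in which case each copy was tested. The lists were immediate early genes, TGF-beta pathway components, TGF-beta target genes, heat shock and protein folding, MAPK feedback inhibitors, cytokines and inflammatory response, eye development regulators, epithelial identity and differentiation, actin and microridge proteins, cell migration and matrix, DNA replication, mitosis, circadian clock, glucocorticoid-responsive genes, and markers of keratocytes, lens, retina, pigment cells, leukocytes, erythrocytes, endothelium, muscle, and mucous cells and ionocytes. They were written from general knowledge after Table S1 and Fig. 8 had been read. A second list of retina genes was written from general knowledge after the data had been seen. Genes are named in the text by a fixed rule: every gene the paper names in its text or labels in Fig. 8B or Fig. 8C, the 10 largest rises and the 10 largest falls among genes past the adjusted p whose wounded libraries all lie beyond all control libraries, and up to 4 members of each list with the smallest adjusted p. A few further genes, named as such, were chosen after their values were seen. A gene that this rule selects and that is withheld for evaluation is not reported here.

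The paper states that the control and wounded corneas of a replicate came from age-matched fish of the same tank, so that the numbers pair the libraries, and this was checked in the counts: the deviations of same-numbered libraries from their group means correlated at 0.162, 0.245, 0.224 and 0.288 for numbers 1 to 4. The fit with the tank as a block is an alternative, because the paper's methods name no block. The other alternatives were DESeq2's size factors, DESeq2's Wald test, every gene with a count, genes with at least 10 counts in every library, genes with an Entrez identifier (approximated from the reference tables), all 8 libraries with and without the block, age as a covariate, and leaving out each library in turn. Further alternatives were added after the data were seen: edgeR without its legacy dispersions, DESeq2 with the block or with the Entrez identifiers, and the block with an estimated correlation or with fry. All 35 splits of the 7 libraries into groups of 4 and 3 were fitted as well.

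The steps were tested on simulated data, with counts drawn for 18935 genes from the means and sizes of these libraries. At each of 2 sizes 100 genes were changed, some raised and some lowered. They were drawn only from genes that averaged above 1 CPM, so the shares found may not hold for genes with fewer counts. The edgeR steps found 36% of the genes changed by 1 on the log2 scale and 94% of those changed by 2. There were 11 calls among unchanged genes. With the block these values were 21%, 86% and 13, and with DESeq2 60%, 97% and 43. In camera 1 of 40 unchanged lists had a p under 0.05. Genes were drawn independently and without differences between tanks. The simulation therefore does not test camera on correlated genes, nor the block where tanks differ. In the real libraries another split reached 14 lists past the threshold, but it kept much of the abrasion contrast. A split that mixes the conditions, control libraries 2 and 3 with wounded library 2 against the rest, reached 13. The imaging, cell proliferation and inhibitor experiments have no deposited counts and were left out, as were the quantitative PCR values and the gene ontology analysis, which was made with an online tool.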

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

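The tests of wounded library 1 and of the PAX6 genes below were chosen after the result was seen, and the search for outlying libraries was not. The list tests were fixed before the counts were examined. The lists were written after part of Table S1 and Fig. 8 had been read, which hold results of the same comparison.

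Of 118 groups of 4 libraries examined, 5 had a library farther from the rest than Dixon's ratio allows at the 95% level, where chance gives about 1 in 20 groups, or 5.9. Wounded library 1 stood apart from the other wounded libraries on the second principal component over all genes (ratio 0.849), in the mean of the retina list (ratio 0.879; 1.59 on the log2 scale against 0.12 to 0.30) and in barx2 (ratio 0.885; 1.50 against 0.84 to 0.91). Control library 1 was low in the mean of the TGF-beta pathway components (ratio 0.863; 3.21 against 3.41 to 3.45). Wounded library 3 was low in the PAX6 copy ENSDARG00000103379 (ratio 0.832; 4.35 against 5.12 to 5.28).

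Wounded library 1, which the paper did not analyse further, carried 226 of the 259 called genes beyond all 4 control libraries in the fitted direction. These are the controls with which the genes were called. A control library left out of the fit lay beyond the 3 others in 12 of 36, 283 of 456, 0 of 24 and 188 of 247 called genes (control libraries 1 to 4). Wounded library 1 lay beyond the same 3 in 36, 404, 24 and 223, more than the control each time. A control library can thus reach a large count, so the 226 genes by themselves do not show a response. Among genes well expressed in the 7 other libraries it lay far from the other wounded libraries in 45, of which 91.1% were lower, 14 of them collagens. No other library had more than 14 such genes. Retina or pigment tissue carried into the library adds transcripts and so is not the cause of the lower values. Genes low in the 7 other libraries were left out by this choice, so the count cannot exclude carried tissue. Carried tissue remains open for the retina markers: of 45 genes of a second retina list, written after the first was seen to lie apart, 23 were higher in it than in each other wounded library, the smallest number that meets the bound set for it, and no other library had more than 16 above the 3 others of its group. Of the first list 23 of 26 were higher than in each other wounded library and 16 higher than in each of the 7 other libraries (GNAT1 at 24.8 CPM against at most 12.6, rlbp1b at 13.0 against at most 6.94; GNAT2, at 43.8, lay below the highest other library at 50.8). A difference of its tank also remains open, since control library 1 lay at 11.3 on the same component and the other controls between -6.49 and -1.89, although wounded library 1 itself lay at 43.1. Whether its response was weaker cannot be told apart from these, because its change over the called genes had a median of 75.1% of that in the other wounded libraries, with quartiles of 47.7% and 101%. The genes were called with those other wounded libraries, a choice that favors large changes in them. A library left out with an equal response could thus also have a smaller change.

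Both genes paired with PAX6 fell after abrasion, and 2 technical explanations were tested. Loss of epithelium from the abraded corneas would lower surface epithelium genes about as much, but the median log2 fold change of that list was -0.1473 (quartiles -0.41 and 0.25), above the smaller PAX6 fall of -1.29, with krt4 at -0.11, krt5 at -0.09 and tp63 at -0.26. Both genes fell within tanks 2 to 4, where the smallest fall was -1.004. With the tank as a block both passed (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00406 and 0.00658). In tank 1 the differences were 0.12 for ENSDARG00000045936 and -1.23 for ENSDARG00000103379. Each of wounded libraries 2 to 4 was known to lie below all 4 controls in both genes, so falls within these tanks were certain beforehand. Differences between tanks 2 to 4 do not account for the falls there, but tank 1 did not show the fall of ENSDARG00000045936. A lower level of the RNA in the remaining epithelial cells is therefore a hypothesis that the tables leave open, and a loss limited to the cells with the most PAX6 was not tested.

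The paper's text does not report the following lists as changed in its RNA counts, and the terms shown in Fig. S2B were not compared. These lists were higher as a whole in wounded corneas in camera at the preset correlation. None of them passed with an estimated correlation. Heat shock genes had an adjusted p of 8.5e-06 (adjusted p = 0.126 with an estimated correlation), MAPK feedback inhibitors 9.0e-05 (0.0713), cytokines 5.2e-17 (0.0639), cell migration and matrix 1.4e-08 (0.0848) and DNA replication 3.5e-05 (0.402; lost without wounded library 2 at 0.0724). Glucocorticoid-responsive genes had 0.0465 (0.484 with an estimated correlation), lost without control library 2 (0.582), control library 4 (0.0545), wounded library 3 (0.0956) or wounded library 4 (0.207). Keratocyte and stroma markers had 0.0233 (0.484), lost without control library 1 (0.164), control library 4 (0.0584), wounded library 2 (0.0779) or wounded library 3 (0.101), and with the tank as a block at 0.0776. Leukocyte markers had 0.0391 (0.401), lost without control library 1 (0.119), control library 3 (0.0507), control library 4 (0.0624) or wounded library 4 (0.135), and with the block at 0.123. Erythrocyte markers had 0.0131 (0.401), lost without control library 2 (0.0749), control library 4 (0.0545) or wounded library 3 (0.106). Endothelium markers had 3.4e-05 (0.0639), and mucous cells and ionocytes 0.0233 (0.154), lost without control library 2 (0.235). Of the 23 keratocyte, 27 leukocyte, 15 erythrocyte, and 16 mucous cell and ionocyte genes none passed by itself in edgeR; 3, 6, 4 and 4 had an unadjusted p under 0.05, 0, 2, 2 and 1 passed in DESeq2, and 1, 1, 3 and 1 in edgeR with the tank as a block, all as higher.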

How the results depend on the processing

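Alternatives added after seeing the data are edgeR without legacy dispersions, DESeq2 with the block or with Entrez identifiers, the block with an estimated correlation or with fry, and the block in the test of age against response; the comparison of the age groups was also chosen then. No result past its threshold changed direction under any alternative. The 7 libraries and their spread limit what can be called. In simulated counts for this comparison edgeR found 36% of genes changed by 1 on the log2 scale, among genes that averaged above 1 CPM. Of 86 named genes tested, 52 passed, 13 of them in every fit without 1 library, and 39 lost the call in at least 1. Where a count or a call below changed, the cause was not tested, except that leaving out a library leaves fewer libraries.

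Of 35 splits of the 7 libraries, 1, the real one, reached 259 changed genes (highest other 30), 159 with a fold of 2 (26) and 61 past the thresholds of Fig. 8D (23), so chance can be excluded for these in a count of splits that takes no account of the tanks. For the lists 1 split of 35 reached 15 past the threshold, but the highest other reached 14. The splits with 14 kept much of the abrasion contrast, such as control libraries 1 to 3 against control library 4 and wounded libraries 2 to 4. However, control libraries 2 and 3 with wounded library 2 against the rest, a split that mixes the conditions, reached 13. A list call at the preset correlation therefore says little by itself. The numbers pair the libraries by tank, and the 8 splits that part the 3 pairs, or the 4 fitted with the block, are too few for a share under 0.05. Among the 8 the real split gave 259 genes and 15 lists, and the highest other 0 genes and 14 lists. Those 14 lists came from control libraries 2 to 4 against control library 1 and wounded libraries 2 to 4. That is the abrasion contrast in reverse with control library 1 misplaced, so it does not measure chance. With the block, the real split gave 989 genes and 13 lists, and the highest of the others 0 genes and 9 lists.

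With the tank as a replicate block, 514 genes were higher and 475 lower, 199 and 121 with a fold of 2 and 70 and 33 at the thresholds of Fig. 8D, and all 139 and 120 genes called without it were kept. In camera with the block, TGF-beta pathway components (0.0776), keratocyte (0.0776) and leukocyte markers (0.123) were lost and epithelial identity passed (0.0174); the block changed no other list call. Among the named genes 8 more passed with it and none was lost. All 8 libraries with the block gave 456 and 349, 191 higher with a fold of 2 and 71 at the thresholds of Fig. 8D, and in camera TGF-beta pathway components 0.192, epithelial identity 0.0248, keratocyte 0.118, pigment cell 0.0352 and leukocyte markers 0.0795.

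With every gene with a count there were 276 and 204 genes, 2750 and 2721 with a fold of 2 whatever the p, 165 higher with the fold and the p and 68 at the thresholds of Fig. 8D, and the actin list passed (0.0426). With at least 10 counts in every library 360 and 259 had a fold of 2, and the glucocorticoid (0.0503) and mucous cell lists (0.0731) were lost. DESeq2 gave 610 and 709, 280 and 241 with a fold of 2, 217 and 171 with the fold and the p, 27 lower at the thresholds of Fig. 8D, and 198 genes between the age groups. DESeq2 over genes with an Entrez identifier gave 599 and 662, 273 and 204, and 212 and 147; DESeq2 with the block gave 759 and 788, 226 and 168, 202 and 136, and 28 lower at the thresholds of Fig. 8D. The response to abrasion differed between the age groups in 0 genes, but in 4 in DESeq2 with the block. Age as a covariate gave 193 lower, 91 of them with a fold of 2 and 26 at the thresholds of Fig. 8D, and epithelial identity passed (0.0457). All 8 libraries gave 329 lower by a fold of 2, and in camera TGF-beta pathway components 0.172, glucocorticoid, erythrocyte and mucous cell lists 0.0519 each, keratocyte 0.1185 and leukocyte markers 0.1005. Over genes with an Entrez identifier the glucocorticoid (0.0592) and leukocyte lists (0.0506) were lost. DESeq2's size factors, and edgeR without legacy dispersions, moved no count by 1.5 times and ended no call of a list. The components held 28.8% and 20.1% of the variance over all genes and 27.5% and 19.9% in log2 CPM. In log2 CPM the first component parted the libraries by age group instead of by condition.

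With an estimated correlation, camera's adjusted p was 0.0546 for TGF-beta targets and eye development, 0.0549 for immediate early genes, 0.0639 for cytokines and endothelium, 0.0713 for MAPK feedback, 0.0848 for migration, 0.126 for heat shock, 0.154 for mucous cells, 0.4005 for TGF-beta pathway components, leukocytes and erythrocytes, 0.402 for DNA replication and 0.484 for glucocorticoid and keratocyte genes. With fry it was 0.0615 for mucous cells, 0.0931 for TGF-beta pathway components, 0.124 for leukocytes and erythrocytes, 0.164 for DNA replication, 0.2396 for keratocytes and 0.3405 for glucocorticoid genes, and 8 lists passed. For change in either direction fry gave 1.4e-04 for epithelial identity, 1.3e-04 for actin, 0.0869 for erythrocytes, 0.0978 for glucocorticoid and 0.256 for keratocyte genes. With the block and an estimated correlation it was 0.2287 for immediate early genes, TGF-beta targets, heat shock, eye development and endothelium, 0.2302 for MAPK feedback, migration, erythrocytes and mucous cells, 0.2608 for TGF-beta pathway components, cytokines, DNA replication, epithelial identity, glucocorticoid and keratocyte genes and 0.589 for leukocytes. With the block and fry it was 0.0592 for immediate early genes, TGF-beta targets, eye development and erythrocytes, 0.0951 for migration, 0.0962 for MAPK feedback, 0.103 for DNA replication, 0.1215 for TGF-beta pathway components, cytokines and mucous cells, 0.134 for glucocorticoid genes, 0.1425 for epithelial identity and 0.301 for leukocytes.

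Leaving out each library in turn gave 10 to 264 higher genes (lowest without wounded library 3, highest without control library 2) and 7 to 192 lower genes (the same libraries), 471 to 971 lower by a fold of 2, 10 to 160 and 7 to 88 with the fold and the p, and 8 to 66 and 3 to 31 at the thresholds of Fig. 8D. In camera the adjusted p ran from 0.00697 to 0.0946 for TGF-beta pathway components, 0.0274 to 0.313 for actin, 1.1e-08 to 0.0724 for DNA replication, 0.0206 to 0.970 for mitosis, 0.00175 to 0.582 for glucocorticoid genes, 7.9e-04 to 0.164 for keratocytes, 0.0201 to 0.8375 for retina, 0.0137 to 0.135 for leukocytes, 1.9e-04 to 0.106 for erythrocytes and 0.0017 to 0.235 for mucous cells. Calls on the lists of immediate early genes, TGF-beta targets, heat shock, MAPK feedback, cytokines, eye development, migration and endothelium held without any 1 library.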

Differences from the paper's values

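The paper's count of genes higher by a fold of 2 or more is 268, and 742 were counted here; its count of lower genes is 217, and 538 were counted here, with no threshold on p, as the paper states none beside its counts. Of the alternatives set before the data were examined, DESeq2 (280 higher and 241 lower) and genes with at least 10 counts in every library (360 and 259) came within 1.5 times both of the paper's counts. The others did not for either: DESeq2 size factors (738 and 545), every gene with a count (2750 and 2721), the tank as a block (867 and 591), all 8 libraries (626 and 329), all 8 with the block (710 and 423), age as a covariate (793 and 630), genes with an Entrez identifier (641 and 398) and the fits without 1 library (733 to 1021 higher and 471 to 971 lower). DESeq2 counted over genes with an Entrez identifier, and DESeq2 with the block, both chosen after seeing the values, gave 273 higher and 204 lower, and 226 and 168, and dropped 0 and 94 of the paper's 268 higher genes of Table S1. In the part of the paper's Table S1 that was at hand, 268 genes have a log2 fold change of 1 or more, and 207 of them an adjusted p of 0.05 or less. The DESeq2 counts are over the 14191 genes to which it gave an adjusted p. Counts grew with the number of genes kept, from 280 higher of these 14191 to 360 of 16239 with at least 10 counts. They were 742 of 18935 in the main fit and 2750 of 25318 with every gene with a count.

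At the thresholds of Fig. 8D, 57 higher genes stand in that part of Table S1, whereas the paper's legend gives 52; 44 were counted here. For 17 genes that the paper names as higher, the log2 fold changes here differed from Table S1 by at most 0.0091.

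Fig. S2A shows the excluded wounded sample apart from all others on the second component. With the variance-stabilized counts of the 500 most variable genes it lay among the wounded libraries on the first component. On the second it lay at 5.44, inside the range of the others (-10.8 to 11.8). Over all genes past the filter it lay apart on the second component, at 43.1, and the shares of variance of 28.8% and 20.1% lie near those printed in Fig. S2A (about 31% and about 20%).

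The paper states that among the Pax6 genes only pax6a has a role in ocular tissue. Both genes paired with PAX6 were expressed in control corneas, at 280 and 88.1 CPM, and both were lower in wounded corneas. The paper labels il11b among the genes of Fig. 8B and measures ovol1 and wnt6 by quantitative PCR; il11b had the direction of the figure, and it and ovol1a, ovol1b and wnt6a did not pass the edgeR quasi-likelihood test here (Benjamini-Hochberg adjusted p = 0.115, 0.0674, 0.0727 and 0.120). In DESeq2 and with the tank as a block ovol1a, ovol1b and wnt6a passed; ovol1a also passed with every gene with a count, with age as a covariate, with all 8 libraries and the block, and without wounded library 2, ovol1b without control library 4 and wnt6a without control library 2. With all 8 libraries and the block il11b passed (adjusted p = 0.0479 in edgeR).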

Other observations

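The comparison of the age groups, the age interaction with the tank as a block and the tests of the class II genes below were chosen after the data were seen. The age interaction without the block was not. The lists were fixed before the counts were examined, but after part of Table S1 and Fig. 8 had been read.

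Some cytokine, heat shock and MAPK feedback genes rose in wounded corneas at 1.5 h, and as lists they passed in camera at the preset correlation but not with an estimated correlation (adjusted p = 0.0639, 0.126 and 0.0713). Of 36 cytokine and inflammatory genes 9 rose and none fell in edgeR's quasi-likelihood test (15 and none when adjusted over the list alone, 12 and none with the tank as a block), among them ptgs2b, the inducible prostaglandin synthase (log2 fold change 1.11, Benjamini-Hochberg adjusted p = 0.0260 in edgeR), and tnfaip2b (2.38, adjusted p = 0.0307 in edgeR). Of 21 heat shock genes 3 rose and none fell (7 and none over the list alone, 5 and none with the block): bag3, hsp70.3 (2.15, adjusted p = 0.0314 in edgeR) and hsp70l, an inducible Hsp70, which went from 4.28 ± 1.24 CPM (SD, n = 4) to 23.3 ± 9.78 (SD, n = 3), a log2 fold change of 2.44 (adjusted p = 0.00754 in edgeR). Of 18 MAPK feedback inhibitors 4 rose and none fell (7 and 1 over the list alone, 6 and 1 with the block): the phosphatase genes dusp4 (1.66, adjusted p = 0.0180 in edgeR), dusp5 (1.57, adjusted p = 0.0320) and dusp8a (1.18, adjusted p = 0.0232), and spry4 (0.83, adjusted p = 0.0379). Leukocyte markers were also higher as a list in camera at the preset correlation (adjusted p = 0.0391; 0.401 with an estimated correlation), with 2 of 27 genes higher in DESeq2 and none in edgeR, so in which cells the cytokine genes rose was not resolved. Many of these calls were lost in edgeR when 1 library was left out. Without wounded library 3 the adjusted p was 0.129 for ptgs2b, 0.144 for tnfaip2b, 0.146 for hsp70.3, 0.0562 for bag3, 0.0991 for dusp4, 0.128 for dusp5, 0.112 for dusp8a and 0.154 for spry4. Without control library 1 it was 0.0637 for tnfaip2b, 0.0873 for hsp70.3, 0.0518 for dusp4, 0.0618 for dusp5, 0.0738 for dusp8a and 0.107 for spry4; without control library 3, 0.0881 for ptgs2b, 0.0871 for tnfaip2b, 0.0737 for hsp70.3, 0.105 for dusp5, 0.0814 for dusp8a and 0.128 for spry4. Without wounded library 4 it was 0.0542 for tnfaip2b, 0.0868 for hsp70.3, 0.0578 for dusp4, 0.0868 for dusp5, 0.0576 for dusp8a and 0.0924 for spry4, and without wounded library 2, 0.0564 for ptgs2b and 0.0610 for tnfaip2b.

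Genes of S phase were higher as a list in camera at the preset correlation (adjusted p = 3.5e-05), but not with an estimated correlation (adjusted p = 0.402), with fry (0.164) or without wounded library 2 (0.0724), and no gene of mitosis passed. Of 35 DNA replication genes 1 rose and none fell in edgeR (5 and 1 over the list alone), e2f7, a transcription factor of the G1/S program (log2 fold change 1.68, Benjamini-Hochberg adjusted p = 0.0387 in edgeR's quasi-likelihood test); with the tank as a block 10 rose, among them dhfr (1.49, adjusted p = 0.00569 in edgeR), mcm5 (1.20, adjusted p = 0.0109 in edgeR) and tyms (1.35, adjusted p = 0.0177 in edgeR), and 1 fell, ccnd1. These members other than e2f7 and ccnd1 were chosen after their values were seen. In edgeR e2f7 did not pass without control library 1 (0.108), control library 3 (0.128), wounded library 2 (0.0620), wounded library 3 (0.146) or wounded library 4 (0.114), nor with all 8 libraries (0.0795). Of 28 mitosis genes none passed in edgeR or DESeq2, and 0 had an unadjusted p under 0.05 (camera, adjusted p = 0.370; 0.0206, as lower, without control library 4). Of 42 migration and matrix genes 2 rose, snai1b (1.05, adjusted p = 0.0344 in edgeR) and itga5, and none fell (15 and none over the list alone; 13 with the block); snai1b was lost without control library 1 (0.0960), control library 3 (0.105), control library 4 (0.0574), wounded library 3 (0.146) or wounded library 4 (0.106), and with all 8 libraries (0.0510). Of 22 endothelium markers 1 rose, flt1, a receptor of VEGF (1.72, adjusted p = 0.0420 in edgeR; 4 and none over the list alone, 3 and none with the block), and its call was lost in each of the 7 fits without 1 library (0.0517 to 0.166). Of 17 glucocorticoid-responsive genes 1 rose (4 with the block), nr3c2 (1.65, adjusted p = 0.0387 in edgeR), which was lost without control library 1 (0.0869), control library 3 (0.105), control library 4 (0.0516), wounded library 2 (0.0688), wounded library 3 (0.149) or wounded library 4 (0.115). Of 36 clock genes and 20 muscle genes none passed in edgeR; 6 and 1 had an unadjusted p under 0.05, DESeq2 called 1 clock gene higher and 1 lower and no muscle gene, edgeR with the tank as a block called 6 clock genes higher and 3 lower and 1 muscle gene higher, and neither list passed in camera (adjusted p = 0.742 for both).

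In edgeR no gene was found whose response to abrasion differed between fish of 145 and 148 days and fish of 180 and 183 days: 0 of 18602 genes passed the interaction test of edgeR's quasi-likelihood fit after Benjamini-Hochberg adjustment, 339 had an unadjusted p under 0.05, and DESeq2 gave 0 as well (smallest adjusted p 0.0545). These fits take no account of the tanks. Fitted with the tank as a block, edgeR gave 0 genes, with an unadjusted p under 0.05 for 584, and DESeq2 gave 4. With 2 tanks per age these tests do not show that the responses were alike.

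Between the 2 age groups, whatever the treatment, 24 genes differed, 16 higher and 8 lower in the older fish (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p of 0.05, all 8 libraries), and 198 in DESeq2. Each age group is 2 tanks, and the control and wounded libraries of a tank were fitted as if independent, so differences between tanks count as differences of age. Of the 18 splits with 2 control and 2 wounded libraries in each group only 3 keep the tanks whole, too few for a share under 0.05; the real split gave 24 genes, which 1 split reached, the 2 others that keep the tanks whole 9 and 1, and the 15 that part them 0. The MHC class II gene mhc2dga had 0 or 1 counts in each of the 4 younger libraries and 1392 to 3670 in the 4 older ones, and mhc2dgb at most 92 and 1007 to 2429; other genes that differed, chosen after their values were seen, were CCDC39 (log2 fold change -2.002, adjusted p = 7.5e-04 in edgeR), fgfbp2a (2.21, adjusted p = 0.00543) and ccl27a (1.50, adjusted p = 0.0121). Reads of like transcripts assigned to another class II copy would lower the other class II genes by as much as mhc2dga and mhc2dgb rose, 98.7 CPM together; the others together fell by 3.54 CPM, with a standard error of 66.8 and sums from 203 to 473 in the younger libraries, a spread too wide to decide it. Families with other class II haplotypes are left open as well, since the families of the fish are not recorded; 3 of the younger libraries had 0 counts of mhc2dga.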
